# Transmicron: accurate prediction of insertion probabilities improves detection of cancer driver genes from transposon mutagenesis screens

**DOI:** 10.1093/nar/gkac1215

**Published:** 2023-01-09

**Authors:** Carl Bredthauer, Anja Fischer, Ata Jadid Ahari, Xueqi Cao, Julia Weber, Lena Rad, Roland Rad, Leonhard Wachutka, Julien Gagneur

## Abstract

Transposon screens are powerful *in vivo* assays used to identify loci driving carcinogenesis. These loci are identified as Common Insertion Sites (CISs), i.e. regions with more transposon insertions than expected by chance. However, the identification of CISs is affected by biases in the insertion behaviour of transposon systems. Here, we introduce Transmicron, a novel method that differs from previous methods by (i) modelling neutral insertion rates based on chromatin accessibility, transcriptional activity and sequence context and (ii) estimating oncogenic selection for each genomic region using Poisson regression to model insertion counts while controlling for neutral insertion rates. To assess the benefits of our approach, we generated a dataset applying two different transposon systems under comparable conditions. Benchmarking for enrichment of known cancer genes showed improved performance of Transmicron against state-of-the-art methods. Modelling neutral insertion rates allowed for better control of false positives and stronger agreement of the results between transposon systems. Moreover, using Poisson regression to consider intra-sample and inter-sample information proved beneficial in small and moderately-sized datasets. Transmicron is open-source and freely available. Overall, this study contributes to the understanding of transposon biology and introduces a novel approach to use this knowledge for discovering cancer driver genes.

## INTRODUCTION

Carcinogenesis is an evolutionary process that results from the interplay of somatic mutations and selective pressure (1–3). Discovering mutational cancer driver genes, i.e. genes affected by mutations that are under positive selection in a given cancer type is an important task in the pursuit to understand cancer aetiology and identify potential therapeutic targets.

Transposon-based forward genetic screens based on insertional mutagenesis have contributed to this task by identifying large sets of driver genes in mouse models (4,5). PiggyBac (PB) and Sleeping Beauty (SB) are two commonly used transposon systems to identify driver genes in both solid and hematopoietic malignancies (6–10). DNA transposons are genetic elements that can change their genomic position through a cut-and-paste mechanism (11–13). They are two-component systems, consisting of a transposable element (transposon) and a mobilizing enzyme (transposase). The transposase facilitates the excision of the transposon from a donor locus as well as its reintegration at another genomic position. Reintegration of transposons is highly specific for TA (SB) or TTAA (PB) motifs, respectively (14).

Depending on the adjustable transposon cargo sequence, the reintegration can cause the activation or inactivation of nearby genes. For instance, gene activation can be caused if the transposon contains an internal promoter. Conversely, transposons can also function as bidirectional loss-of-function gene traps by inserting internal splice acceptors and bidirectional poly(A) sites (15,16). Hence, transposon insertions can drive carcinogenesis by targeting both proto-oncogenes and tumour suppressor genes. Transposon mutagenesis has been found to be advantageous over classical retroviral mutagenesis due to its short-acting effects on targeted genes (17), its applicability to any cell type in the body (16), and its ability to discover functionally relevant elements outside of mutated genes (10).

In forward mutagenesis screens, tumour cells are enriched for insertions conferring selective advantages: Cancer develops when oncogenic insertions ultimately cause uncontrolled proliferation. Consequently, tumour tissue will contain many clones of the cell carrying the oncogenic insertions that induced carcinogenesis. Therefore, cancer genes can be determined from transposon screens by identifying common insertion sites (CISs), i.e. regions with more insertions than expected by chance across multiple independent samples. In order to distinguish genuinely positively selected (driver) insertions from non-oncogenic (passenger) insertions that clonally expanded along with driver insertions in a particular tumour, evidence from multiple tumours is required (18).

There are two major classes of statistical methods for detecting CISs in transposon-based screens. On the one hand, so-called locus-centric methods consider all possible regions in the genome with enrichment for insertions, independently of genome annotation. This includes methods based on counting insertions in windows of fixed sizes (6,19–22) or on Gaussian kernel convolutions (CIMPL: 18,23). Null distributions and control for multiple testing have been obtained analytically using the Poisson distribution (PRIM: 21, TAPDANCE: 22), empirically through Monte Carlo simulations (19,20,20) or random permutations (18). Locus-centric methods have the advantage of being unbiased of prior knowledge and therefore potentially identifying any genomic region enriched for insertions, possibly at various levels of resolution. However, this flexibility comes at the price of cumbersome post-processing interpretation methods to attribute the detected CISs to genes and a potentially high multiple testing burden. On the other hand, gene-centric methods focus on insertion counts within annotated genetic regions, typically extended to cover the promoter. Gene-based methods do not rely on arbitrarily determined window sizes (24,25), do not require cumbersome attribution of the detected CISs to genes (26,27), and may reduce the multiple testing burden, potentially increasing sensitivity. However, being limited to annotated elements (28), they are less flexible regarding the scale and the scope of the CISs to be analysed. Of note, despite the discrete nature of insertion count data, none of the existing gene-based approaches use count distributions. Instead, exiting gene-centric methods rely on chi-squared tests to compare either observed gene-wise insertion counts (gCIS: 24,28), or the number of independent tumours harbouring at least one insertion in a given gene (SB Driver: 27) to a corresponding expectation generated based on the number of potential target sites in each gene.

Importantly, for both locus-centric and gene-centric approaches, the identification of CISs is typically conducted under the assumption that all regions of the genome have an equal probability of harbouring insertions (29). In particular, current methods to analyse transposon screens assume that all TA sites (for SB) and TTAA sites (for PB) on the same chromosome have an equal likelihood of transposon insertions in the absence of selective pressure (30). However, it has been shown that transposon systems display biases in their insertion behaviour. For example, PB is known to be biased towards CpG islands, transcribed units, and markers of open chromatin (31–33). SB shows non-random integration behaviour on a micro-scale since it is strongly influenced by local DNA-deformability (34–36). On larger scales, many studies found SB insertions to be relatively unbiased (34–38). Others reported biases concerning transcribed regions, gene density, and epigenetic features (33,39–41). Notably, De Jong *et al.* (39) found biases for SB that are similar to the biases of PB in their comprehensive study on retroviral and transposon insertions under non-selective conditions. Berry *et al.* (41) reanalysed two SB datasets from different laboratories and cell types using the same method of analysis. They found conflicting associations of insertion sites to genomic and epigenomic features, suggesting that the insertion site preferences of SB depend on the cell type or the experimental conditions.

Crucially, it has been shown that not accounting for these biases can lead to a substantial number of false-positive CISs (29). For instance, in their study on lentiviral mutagenesis screens, Biffi *et al.* (42) estimate the number of false positives by assuming that true CISs should contain more insertions than adjacent genomic regions. They mark 3 out of 9 CISs as potentially arising from benign integration bias rather than oncogenic selection. Others have compared CISs versus control datasets generated under minimal selective pressure: Wu et al. (43) report a false positive rate of 47% in a murine leukaemia virus screen. Starr *et al.* (20) find 6 CIS in their control samples, compared to 79 CIS in their tumour samples. Finally, De Jong *et al.* (39) report that 13% (SB) and 33% (PB) of CISs found in transposon mutagenesis screens overlap with integration hotspots from non-selective samples. However, none of the published tools to identify CISs from transposon screens takes the insertion site biases of transposon systems into account, although some authors acknowledge the problem (18,21).

Here, we introduce Transmicron (Transposon Mutagenesis Screen Correction), a novel computational method to identify CIS controlling for transposon integration biases, which can be applied either in a locus-centric or in a gene-centric fashion. Our method comprises two steps (Figure 1). First, the insertion behaviour under a non-selective mutagenic process is modelled to generate an estimate of the background distribution of insertions (mutagenesis model). Second, this background distribution is compared to the actual, experimental distribution of insertions to identify genomic regions that harbour more insertions than expected (selection model). The selection model applies count-based Poisson statistics, as successfully implemented by PRIM and TAPDANCE (21,22), while simultaneously considering the distribution of insertions across samples, as introduced by SB Driver (27).

**Figure 1.**
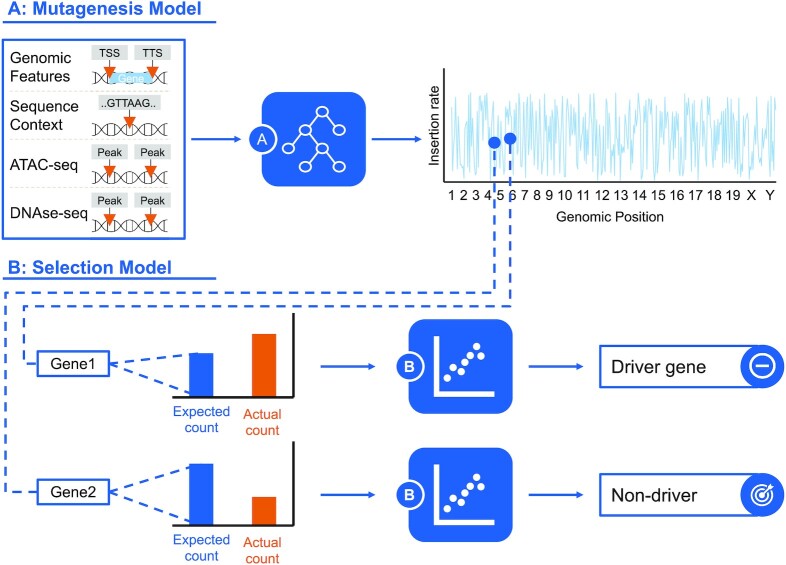
The Transmicron method. We learn to model neutral insertion rates by training a classifier to discriminate observed insertion sites from random control sites using various genomic and epigenomic features (**A**: mutagenesis model). Next, we estimate a selection coefficient for each genomic region by modelling observed insertion counts accounting for neutral insertion rates, sequencing depth, and chromosomal variations (**B**: selection model). Genomic regions with significantly increased selection coefficients are called. Genes from significantly enriched regions are predicted to be cancer driver genes. TSS: Transcription Start Site; TTS: Transcription Termination Site.

## MATERIALS AND METHODS

### Data generation

#### Generation of mouse strains and cohorts

Constitutive PB and SB transposase knock-in mice (Rosa26PB, Rosa26SB), Blmm3 mice and ITP transposon lines have been described earlier (9,44,45). In addition to the PB ITP mice analysed by Weber *et al.* (45), triple- and double transgenic SB mice were generated by crossing Rosa26^SB/+^;Blm^m3/m3^ with either ITP1-C;Blm^m3/m3^ or ITP2-M;Blm^m3/m3^. 

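Transposon insertion sites of 64 mice were analysed, with 1 sample per mouse. Mice of the ITP lines carry an array of transposon copies at a donor locus, and a transposase, either PiggyBac (PB) or Sleeping Beauty (SB), cuts copies out and inserts them elsewhere in the genome. The 4 groups were 30 PB tumours, 12 PB tails, 11 SB tumours and 11 SB tails. Junctions between transposon and genome were amplified by splinkerette PCR and sequenced in paired-end reads (QiSeq). The authors deposited a table of 385883 lines for these mice, each with the position and strand of an insertion and the number of reads that carried it, as raw counts that were not normalized. No line had fewer than 2 reads. Positions are on the mm10 (GRCm38) mouse genome. Here, an insertion was counted once per sample and position, whatever its number of reads, and positions on the sex chromosomes and on the donor chromosome were left out. The reads on the insertions kept numbered between 60528 and 5721822 per PB tumour (median 136579), between 71127 and 193314 per PB tail (median 122875), between 56871 and 162837 per SB tumour (median 106974) and between 55502 and 369482 per SB tail (median 104091). PCR reads without molecular identifiers are not independent molecules, so the read numbers give no direct count of cells. The PB tumours had 5229 ± 2526 insertions (SD, n = 30) and the PB tails 4010 ± 1926 (SD, n = 12), a difference within the spread of the samples (two-sided permutation test, p = 0.14). For SB, the numbers were 3982 ± 2225 (SD, n = 11) in tumours and 4617 ± 1495 (SD, n = 11) in tails (two-sided permutation test, p = 0.44). Sample names were written in 2 forms, joined (22 PB tumours, 5 PB tails, 11 SB tumours, 7 SB tails) and separated (8 PB tumours, 7 PB tails, 4 SB tails), and since such a form can mark a batch, comparisons were repeated within each form. PB tumours and tails did not differ in their number of insertions among joined names (exact permutation test, p = 0.31) or separated names (exact permutation test, p = 0.72), nor did SB tumours and tails among joined names (exact permutation test, p = 0.44). With only insertions of at least 10 reads, a minimum chosen after the data had been seen, the PB difference was reversed, with 1892 insertions per tumour and 2865 per tail (permutation test, p = 0.016).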

For this study, we analysed a cohort of diffuse large B cell lymphomas (DLBCLs) developed in PB ITP mice (described in Weber *et al.*, 45, *n* = 30) and SB ITP mice (*n* = 11) as well as tail tissue as a control tissue (*n* = 12 for PB and *n* = 11 for SB). All experimental mice were maintained on a mixed C57BL/6 × 129Sv × FVB background. Mice were kept in the animal facilities of the Wellcome Trust Sanger Institute, Hinxton/Cambridge, UK under specific-pathogen-free (SPF) conditions on a 12-h light/dark cycle, receiving food and water ad libitum. All animal experiments were carried out in compliance with the requirements of the European guidelines for the care and use of laboratory animals and were approved by the UK Home Office and the Institutional Animal Care and Use Committees (IACUC). Genotyping was performed according to Friedrich *et al.* (15).

#### Necropsy and immunohistopathological analysis

All animals were regularly monitored for signs of sickness. During necropsy, a gross inspection of all organs was carried out. Tumour tissue and the tail were sampled to isolate tumour and control DNA. Tissue samples were stored in RNAlater (Sigma) for subsequent DNA isolation. The histological procedure and immunohistochemical analysis to diagnose diffuse large B cell lymphomas were performed as described in Weber *et al.* (45).

#### DNA isolation

DNA was isolated using the Qiagen DNeasy Blood & Tissue Kit according to the manufacturer's instructions.

#### Quantitative transposon insertion site sequencing

QiSeq was performed as described in Friedrich *et al.* (15).

### Data preparation

We excluded insertions of the tail tissue samples from the data analysis unless stated otherwise. In addition to our newly generated DLBCL dataset, we analysed other datasets described in previous publications. Specifically, we examined screens from cohorts developing acute myeloid leukaemia (AML), cutaneous squamous cell carcinoma (cuSCC), hepatocellular carcinoma (HCC), and gastrointestinal tumours (Intestinal) (23,25,46), as well as insertions in mouse embryonic stem cells (mESC) (37). If insertion sites in these datasets had been mapped to the mm9 version of the mouse genome, a lift-over to mm10 was performed using the UCSC chain file. Some insertions were not precisely mapped to the canonical position within a TA / TTAA motif but shifted by a few nucleotides. We corrected for this shift assuming the misalignment to be an artifact. Moreover, insertions located on the chromosome harbouring the donor locus or on a sex chromosome were excluded in all cases. 

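In the deposited positions, 99.1% of the PB lines and 99.8% of the SB lines of the tumours already fell on a TTAA or TA motif of the GRCm38 genome. A position off the motif was moved to the nearest motif within 5 bp on either side, and left out if there was none. In the PB tumours, 65 of 179705 lines were moved and 1626 (0.905%) had no motif in reach. In the SB tumours, 71 of 59423 lines were moved and 63 (0.106%) had none in reach. A position listed more than once in a sample counted as 1 insertion, which merged 144 lines of the PB tumours and 21 of the SB tumours.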

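The donor chromosome was taken as the autosome with the most insertions per Mb over all samples of a system, a rule set before the data were examined, since the paper's text does not name it. For both systems this was chromosome 14, which held 8.68% of the lines of the PB tumours and 23.0% of those of the SB tumours. The sex chromosomes held 3.20% and 3.18%. With these chromosomes left out, the lines as deposited numbered 158358 for PB (88.1%) and 43863 for SB (73.8%). The counts of 1 insertion per sample and motif, used in every later step, were 156874 for the PB tumours (88.2%) and 43805 for the SB tumours (73.8%). Among the alternatives, counting each strand of a position apart, without the motif, moved these the most, to 158349 and 43863 insertions, and keeping only the positions that fell on a motif as deposited gave 156819 and 43758. In the tails, 48117 PB insertions (84.2%) and 50789 SB insertions (57.2%) remained.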

After filtering, 43,863 SB insertions (74%) and 158,358 PB insertions (88%) remained in our DLBCL datasets.

### Statistical model

#### Step 1: modelling mutagenesis

The mutagenesis model was used to estimate the probability of a transposon to insert at least once at genomic position. It was implemented as a random forest classifier trained to distinguish observed transposon insertion sites from randomly drawn TA / TTAA nucleotides from the entire genome (41). Thus, the classifier estimated the probability }{}$\widehat y$ of a genomic position from the training set to be an observed insertion site (}{}${y_m} = 1$) or a random control site (}{}${y_m} =$0):

(1) }{}$$\begin{equation*}{\widehat y_{m|T}} = P\left( {{y_m} = 1|m \in T} \right),\end{equation*}$$

where }{}$T$ is the training set with observed transposon insertion sites and an equal number of random controls. The input features to the model were (i) sequence context (±10 bp) around locus }{}$m$ as well as the distances of locus }{}$m$ to (ii) the closest transcription start site (TSS), (iii) the closest transcription termination site (TTS), (iv) the closest gene body (valuing 0 for intragenic positions), (v) the closest DNAse-seq peak and (vi) the closest ATAC-seq peak. The positions of the genic features (features ii–iv) were retrieved from the UCSC RefSeq mm10 track. Unless stated otherwise, we used chromatin accessibility data (features v–vi) from previous studies (DNAse-seq: Geeven *et al.*, (47); GEO GSM1954931, ATAC-seq: Miller *et al.*, (48); GEO GSM2467459) of healthy mESC. Peaks were filtered for *q*-value <0.05 and a lift over to mm10 was performed (49). Sites overlapping with the positions of the features were encoded as 0. The mutagenesis model was implemented using scikit-learn (50) and trained by splitting the experimental data into a training set and a test set (90%/10%). Model parameters and hyperparameters were estimated based on 5-fold cross-validation within the training set and the model performance was assessed on the unseen test set. The hyperparameters ‘bootstrap’, ‘max_depth’, ‘max_features’, ‘min_samples_leaf’, ‘min_samples_split’, ‘n_estimators’ of the random forest classifier were optimized using a randomized search over 100 iterations. Subsequent fine-tuning of the hyperparameters yielded no significant performance improvements.

We modelled neutral transposon insertion counts }{}${k_m}$ using the Poisson distribution with a site-specific rate }{}${\lambda _m}$. To map the classifier prediction to the Poisson rate we first note that the probability of having one insertion at locus }{}$m$ is:

(2) }{}$$\begin{eqnarray*}P\left( {{y_m} = 1} \right) &=& p\left( {{k_m} \ge 1} \right) = 1 - p\left( {{k_m} = 0} \right) \nonumber \\ &=& 1 - exp\left( { - {\lambda _m}} \right).\end{eqnarray*}$$

The insertion probabilities on the single nucleotide level had to be aggregated across genomic intervals: It follows from the properties of the Poisson distribution, as well as Equations (1) and (2), that the insertion rate for the set of all insertion sites of the }{}$j$th genomic region of interest (}{}${\Lambda _j}$) is:

(3) }{}$$\begin{eqnarray*}log\left( {{\Lambda _j}} \right) &=& log\sum\nolimits_{m \in j} {{\lambda _m}} \nonumber \\ &=& log \left( {\sum\nolimits_{m \in j} {log\left( {1 + {{\widehat \omega }_{m|T}} \cdot {f_0}} \right)} } \right),\end{eqnarray*}$$

where }{}${\widehat \omega _{ m |T}} = \frac{{{{\widehat y}_{ m |T}}}}{{1 - {{\widehat y}_{ m |T}}}}$ is the odds ratio of the classification probabilities, and }{}${f_0}$ is the ratio of negatives in the training set }{}$T$ to the total number of TA/TTAA nucleotides in the genome.

#### Step2: modelling selection

On top of local insertion biases, which are modelled with the mutagenesis model, we control for two global biases that influence insertion counts in any particular experiments, namely chromosome biases (21) and sequencing depth. We estimate those two effects in a first step. To this end, we partitioned the genome into bins of 50 kb and counted the number of insertions per sample }{}$i$ and genomic bin }{}$j$. We next modelled the counts using a generalized linear model (GLM) with Poisson-distributed response variables where the expected counts }{}${E_{ij}}$ was:

(4) }{}$$\begin{equation*}log\left( {{E_{ij}}} \right) = log\left( {{\sigma _i}} \right) + log\left( {{\chi _k}} \right) + log\left( {{\Lambda _j}} \right),\end{equation*}$$

where }{}${\sigma _i}$ models sequencing depth, }{}${\chi _k}$ models chromosomal effects, and }{}${\Lambda _j}$is a fixed parameter obtained from Equation (3).

Based on the estimates for }{}${\sigma _i}$ and }{}${\chi _k}$, we fitted a second GLM for every genomic region }{}$j$ (e.g. a gene):

(5) }{}$$\begin{equation*}log\left( {{E_{ij}}} \right) = {\beta _j} + log\left( {{\sigma _i}} \right) + log\left( {{\chi _k}} \right) + log\left( {{\Lambda _j}} \right),\end{equation*}$$

where }{}${E_{ij}}$ is the expected insertion count in genomic region }{}$j$ in sample }{}$i$ and }{}${\beta _i}$ was the selection coefficient of the genomic region }{}$j$. We then tested whether }{}${\beta _j}$ is greater than zero (one-sided Wald-test). Transmicron can be run with }{}$j$ being any type of user-defined genomic region. Unless otherwise stated, the results presented here were derived with UCSC RefSeq mm10 genes. The family-wise error rate (FWER) was controlled at the 5% level by correcting p-values using the Bonferroni method. We split the method into Equations (4) and (5) to allow parallel evaluation of (5).

### Comparing the performance of transmicron to existing methods

We benchmarked Transmicron against three established methods (CIMPL, PRIM, and SB Driver) (18,21,27). Following previous approaches (21,27), we relied on the cancer gene census (CGC) (51,52) as a catalogue of established cancer genes used for benchmarking, where not otherwise indicated. To test our approach for robustness to different catalogues of cancer genes, we also used the list of DLBCL genes published in Reddy *et al.* (53). As suggested by the authors in their method vignette (https://github.com/NKI-CCB/cimpl/blob/master/inst/doc/cimpl.pdf), CIMPL was implemented with the scale parameter ranging from 10 kb to 150 kb in 10-kb increments and the iterations parameter set to 10,000. For benchmarking, we used results obtained by setting the scale parameter to 10 kb, as this yielded the highest precision measured against the CGC. CIS were mapped to genes using CIMPL’s built-in mapping functionality. If multiple associated gene identifiers were found for a CIS, the gene was chosen at random.

Similarly, PRIM was implemented on window sizes from 10 kb to 150 kb in 10-kb increments. Because we lacked the required data, we ran the PRIM version without the PRI-correction factor that accounts for restriction site biases. As PRIM provides a built-in function to aggregate results over window sizes, the aggregated list of CIS was used for benchmarking. PRIM-CIS were mapped to genes by overlapping insertion sites with gene annotations from the UCSC RefSeq mm10 track. If a CIS overlapped with multiple genes, the assigned gene was chosen at random. Moreover, we enabled PRIM to run on PB datasets by supplying the number of TTAA nucleotides instead of TA nucleotides.

As suggested by the authors, SB Driver was implemented with the promoter cut-off set to 0 kb. No read depth filtering was applied. We excluded genes that are not hit in at least a certain number of tumours (3 tumours or 5% of all tumours, whichever is larger) (27). To ensure the comparability of the results, we consistently applied this threshold to all methods. Moreover, we selected Bonferroni multiple testing correction at 5% significance level for all methods.

As mentioned above, all results from running Transmicron presented here are based on running the method on the UCSC RefSeq mm10 annotation unless stated otherwise. To investigate to what extent our results are influenced by gene-based implementation we also ran Transmicron on 10 kb genomic windows and compared the results to CIMPL (scale parameter set to 10,000) and PRIM (window size set to 10 kb).

## RESULTS

### Transmicron successfully models selection

Transmicron comprises two conceptual steps: the mutagenesis model and the selection model. To delineate the contribution of each step, we start by assessing the added value of the selection model before systematically exploring the effects of integrating our mutagenesis model into Transmicron.

To analyse the selection model, we implemented a simplified version of Transmicron controlling only for the number of TA / TTAA sites per region (TransmicronNULL). Specifically, we set the insertion rate per region }{}${\Lambda _j}$ (Equations (4) and (5)) to the number of TA / TTAA sites in region }{}$j$. We benchmarked TransmicronNULL in the gene-centric mode for which target regions are genes (Materials and Methods), against three available state-of-the-art methods (CIMPL, PRIM, SB Driver) by comparing the CGC gene fraction (proportion of cancer genes indexed in the Cancer Genes Census among all genes detected by each method) based on our DLBCL datasets (Figure 2A and B).

**Figure 2.**
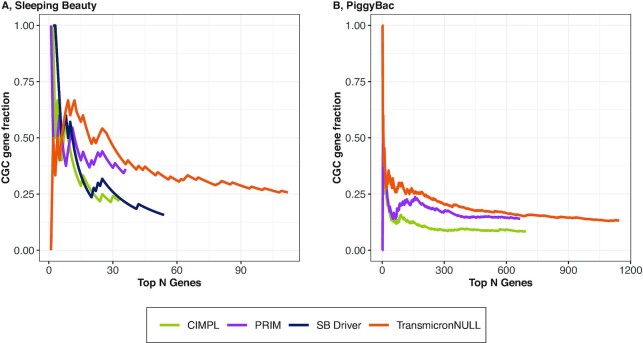
Proportion of known cancer genes for TransmicronNULL and existing tools. The fraction of driver genes indexed in the CGC database among sets of top N genes detected by each method for a Sleeping Beauty (11 tumours) (**A**) and a PiggyBac (30 tumours) (**B**) screen is shown. Results from TransmicronNULL, PRIM, and SB Driver Analysis were sorted by gene-wise p-value. If for any method, a gene was detected multiple times, the lowest p-value was used. Results for CIMPL were sorted by its peak height metric because this yielded higher precision than sorting by p-values. If two or more genes had identical p-values, the genes were assigned the same rank using the highest value. Curves stop at various ranks because only significant results (FWER < 0.05) are shown.

Reassuringly, all methods were enriched for known cancer genes in both DLBCL datasets. Moreover, we found TransmicronNULL to detect a considerably higher number of genes (FWER < 0.05) than existing methods in both the SB screen and the PB screen while demonstrating a higher CGC gene fraction across the top-ranked genes (Figure 2A and B). Specifically, in the SB dataset (11 tumours), TransmicronNULL detects more than twice as many significant genes (109 vs. 36) as the best performing competitor (PRIM), albeit with a slightly lower fraction of CGC genes (26% versus 36%, Figure 2A). Similarly, in the PB dataset (30 tumours), TransmicronNULL detected the highest number of significant genes (1,084) with a fraction of CGC genes slightly lower than that of PRIM (13% versus 14%). Moreover, the fraction of CGC genes was consistently higher for TransmicronNULL than for the other methods, with exceptions among the very top genes where results were noisy.

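The selection model was applied to the SB tumours with the number of TA sites of each gene as its rate. The expected insertions of a gene followed from its share of the TA sites of its chromosome and the insertions found on that chromosome, a one-sided Wald test of a Poisson model gave its p-value, and Bonferroni correction covered the 23859 genes with a TA site. A gene had to be hit in at least 3 samples. TransmicronNULL called 93 genes in the 11 SB tumours. An exact Poisson test in place of the Wald test called 32, and counting only the presence of an insertion per sample and gene called 5, the largest drop among the alternatives. The smallest p belonged to En2 (chromosome 5, 28165696 to 28172190), with 33 insertions in 11 of 11 tumours against 0.0622 expected (adjusted p = 2.6e-280, Bonferroni). Over tumours and tails, the En2 insertions fell on 9 positions within 384 bp, and 11 of 11 tails also carried them. Ptprc (chromosome 1, 138062859 to 138175305), which encodes the receptor tyrosine phosphatase CD45, had 5.55 ± 3.56 insertions per tumour (SD, n = 11), 61 in all against 2.41 expected. Sfi1 (chromosome 11, 3131850 to 3200652) had 42 insertions in 11 tumours against 1.21 expected, and was called in the tails as well. Cbfb (chromosome 8, 105170674 to 105217989) had 31 insertions against 0.993 expected, all of them in 5 tumours, and Traf3 (chromosome 12, 111166370 to 111267155) had 32 in 8 tumours against 1.59 expected. Per tumour these were 2.82 ± 6.78 for Cbfb and 2.91 ± 4.085 for Traf3 (SD, n = 11), so the insertions were spread unevenly over the tumours. Neither Cbfb nor Traf3 was called when only presence counted. Blm (chromosome 7, 80454993 to 80535119), whose m3 allele the SB mice carried, had 1 insertion against 1.398 expected and was not called.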

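In the 30 PB tumours, TransmicronNULL with the number of TTAA sites per gene as rate called 1094 of 22541 genes. The exact Poisson test called 632, Benjamini-Hochberg in place of Bonferroni correction 2754, and presence per sample and gene 277. Ptprc had the smallest p, with 188 insertions in 28 of 30 tumours against 9.696 expected, or 6.27 ± 4.90 per tumour (SD, n = 30). Mef2c (chromosome 13, 83504034 to 83667079) had 183 insertions in 29 tumours against 18.5 expected, Basp1 (chromosome 15, 25363277 to 25413764) 82 in 20 tumours against 3.07 expected, and Ikzf1 (chromosome 11, 11685925 to 11772926) 108 in 23 tumours against 7.23 expected. Among genes called in both systems, the smallest sums of ranks also belonged to Ebf1 (chromosome 11, 44618100 to 45008096) and Fas (chromosome 19, 34290659 to 34327770). Ebf1 had 219 insertions in 25 PB tumours against 39.0 expected and 57 in 8 SB tumours against 7.82 expected. Fas had 68 in 27 PB tumours against 3.04 expected and 22 in 5 SB tumours against 0.921 expected. Per SB tumour these were 5.18 ± 8.46 for Ebf1 and 2.0 ± 5.02 for Fas (SD, n = 11), again unevenly spread. Presence alone left Ebf1 uncalled in both systems and Fas uncalled in SB. Blm had 7 PB insertions against 5.67 expected (one-sided Wald test, unadjusted p = 0.288), and fell below its expected number with a minimum of 10 reads.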

### PiggyBac and sleeping beauty display different biases in their insertion behaviour

Having demonstrated that our selection model offers a competitive approach to detect selected genes, we turned to explore the effects of controlling for known transposon insertion site biases (mutagenesis model). As a first step, we analysed our DLBCL datasets with regard to several genomic and epigenomic features previously shown to affect transposon insertion likelihood. In accordance with previous research (18,38,39,41), we analysed our DLBCL datasets with respect to three categories of features.

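For each sample, the information content of the 10 bases on each side of the motif was computed in bits, relative to the base composition around random TTAA sites (PB) or TA sites (SB) of the same chromosomes. It summed to 0.418 ± 0.021 bits in PB tumours (SD, n = 30) and 1.68 ± 0.068 bits in SB tumours (SD, n = 11). The same number of random sites, drawn once for each sample, gave a mean of 0.0115 bits for PB and 0.0145 bits for SB, and every tumour was above every set of random sites. Both differences were larger than the spread of the samples (two-sided permutation tests, p = 1.0e-05 for PB, the smallest that 100000 resamples can give, and p = 2.0e-05 for SB). Among the alternatives, weighting insertions by their reads moved the values the most, to 1.11 ± 0.973 bits in PB tumours and 2.57 ± 1.91 bits in SB tumours, values that rest on the few insertions that hold many of the reads.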

First, we found that both transposon systems display a significant bias regarding the local sequence context around their insertion sites (Figure 3A). This bias extends beyond the known consensus sequence of TA / TTAA. 

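The content of SB tumours lay above that of PB tumours in every sample, with 0.376 to 0.474 bits in PB and 1.596 to 1.82 bits in SB (two-sided permutation test, p = 1.0e-05). Counted away from the motif, with negative positions upstream, position -3 carried 30.1% of the SB content and position 3 carried 28.6%. At position -3, 72.4% of SB insertions had A, compared to 32.8% of random TA sites, and at position 3, 71.5% had T, compared to 32.8%. In PB tumours, T at position -3 was found at 44.8% of insertions and 33.7% of random TTAA sites, and A at position 3 at 44.9% and 33.8%. The SB tumours all had joined names. Among the 22 PB tumours with joined names the content was 0.419 ± 0.0179 bits, and among the 8 with separated names 0.415 ± 0.0297 bits.

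**Figure D1:**
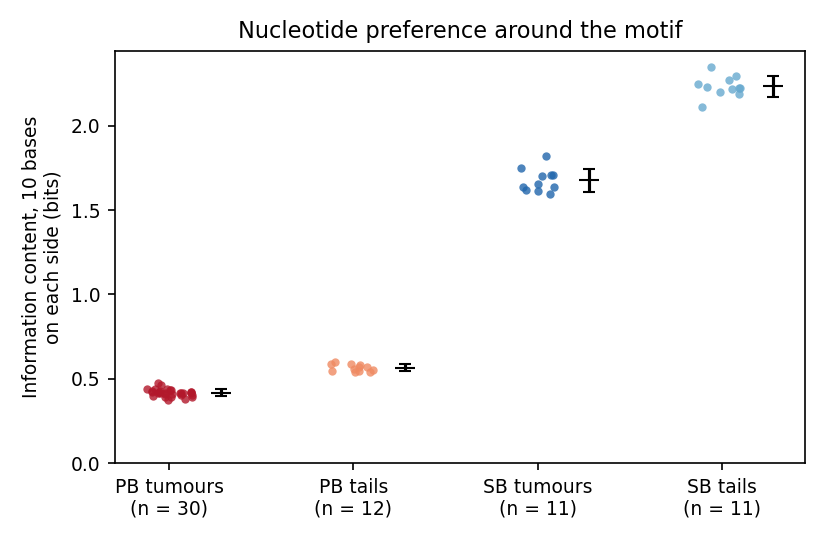
Information content in bits of the 10 bases on each side of the motif, 1 point per sample, with mean and SD beside each group (PB tumours n = 30, PB tails n = 12, SB tumours n = 11, SB tails n = 11). All SB samples lie at 1.596 bits or above, and all PB samples at 0.6023 bits or below.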

In line with previous research (35), the sequence bias appears particularly pronounced for SB.

**Figure 3.**
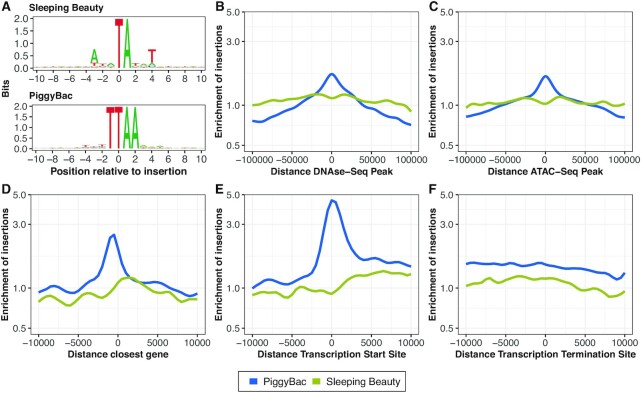
Genomic feature preferences of Sleeping Beauty and PiggyBac insertion sites. (**A**) Nucleotide preference (bits) around the insertion sites. (B–F) Fold enrichment of (**B**) insertion sites around DNAse-Seq peaks. (**C**) Insertion sites around ATAC-seq peaks. (**D**) Insertion sites relative to the closest gene body. Negative values represent loci upstream of genes. (**E**) Insertion sites around Transcription Start Sites. The transcription starts at position 0 with positive values denoting the transcribed region. (**F**) Insertion sites around Transcription Termination Sites. The transcription terminates at position 0 with negative values denoting the transcribed region. For panels B–F, enrichments were calculated as proportion ratios relative to random TA sites for Sleeping Beauty and random TTAA sites for PiggyBac in 500 bp genomic windows. Loci overlapping with the positions of the features were encoded as 0.

Second, we found that SB and PB favour proximity to transcription start sites, transcription termination sites, and gene bodies (Figure 3D–F). Specifically, the mean absolute distance to the closest transcription start site (Figure 3E) was 97 kb among the PB insertion sites compared to 173 kb among the control sites (SB: 158 kb versus 171 kb; *p*-values for PB and SB < 10^−4^).

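Distances were measured from each insertion to the annotated genes of GRCm38 and compared with those of 400000 random TTAA or TA sites on the same chromosomes, and the mean over a sample's insertions was tested across samples. The mean distance to the closest transcription termination site was 102 ± 6.49 kb in PB tumours (SD, n = 30), compared to 166 kb for random TTAA sites, and lower than random in all 30 tumours (two-sided sign-flip permutation test, p = 1.0e-05). In SB tumours it was 162 ± 7.09 kb (SD, n = 11), compared to 166 kb for random TA sites, and lower in 7 of 11 tumours (p = 0.16, same permutation test). To the closest gene body, PB insertions had a mean distance of 53.1 ± 5.07 kb, compared to 107 kb (p = 1.0e-05, same permutation test), and SB insertions 99.7 ± 5.67 kb, compared to 107.5 kb, lower in 10 of 11 tumours (p = 0.0029, same permutation test). Gene bodies held 57.4% of the PB insertions of a tumour, compared to 41.1% of random TTAA sites, and 48.4% of the SB insertions, compared to 39.98% of random TA sites. The largest move came from keeping the donor chromosome, with which the SB distances to termination sites and gene bodies exceeded those of random sites by 43.2 kb and 35.2 kb.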

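The mean absolute distance to the closest transcription start site was 92.2 ± 6.67 kb in PB tumours (SD, n = 30), below the 159 kb of random TTAA sites in 30 of 30 tumours (two-sided sign-flip permutation test, p = 1.0e-05, the smallest that 100000 resamples can give). It was 90.7 kb among tumours with joined names and 96.2 kb among those with separated names. In SB tumours it was 154 ± 7.31 kb (SD, n = 11), compared to 159 kb for random TA sites, and lower in 8 of 11 tumours, a difference not larger than the spread of the samples (same permutation test, p = 0.074). The SB mean fell below random beyond that spread with protein-coding genes only (difference -9.26 kb, permutation p = 0.022), and with the median in place of the mean (difference -4.32 kb, permutation p = 0.0022). With the donor chromosome kept it was above random by 46.8 kb. Within 5 kb of a start site lay 17.4% of the PB insertions of a tumour, compared to 8.55% of random sites, and 8.14% of the SB insertions, compared to 8.42%.

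**Figure D2:**
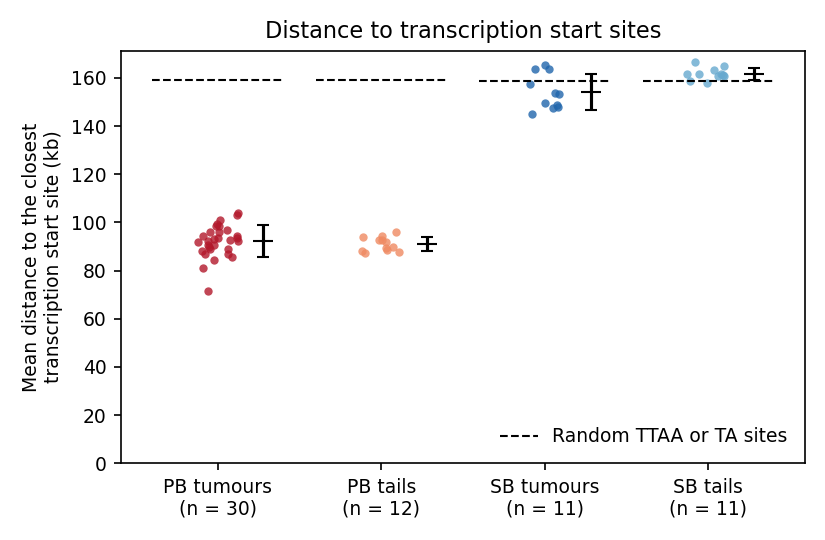
Mean distance in kb from a sample's insertions to the closest transcription start site, 1 point per sample, with mean and SD beside each group. Dashed lines mark random TTAA or TA sites, at 159 kb. All PB samples lie below the line, and SB samples lie on both sides of it.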

Third, we found that transposon insertion sites correlate with chromatin accessibility data (Figure 3B and C). Notably, PB strongly favours proximity to open chromatin regions identified by ATAC-seq (Figure 3C), with the mean absolute distance from PB insertion sites to the closest ATAC-seq peak (66 kb) being less than half of the equivalent distance for random TTAA sites (180 kb) (SB: 89 kb versus 188 kb, *p*-values for PB and SB < 10^−4^). Moreover, we found transposon insertions to be strongly associated with chromatin states in mESC (chromHMM states in mESC: 54,55) in accordance with previous research (38) (Supplementary Figure S1). 

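Set against random sites, the distance to the closest start site had a ratio of 0.579 ± 0.0419 in PB tumours (SD, n = 30) and 0.971 ± 0.0461 in SB tumours (SD, n = 11). For termination sites the ratios were 0.610 ± 0.0390 and 0.981 ± 0.0428, and for gene bodies 0.495 ± 0.0472 and 0.927 ± 0.0528. PB and SB tumours differed in each of the 3 by more than the spread of the samples (two-sided permutation tests, p = 1.0e-05 each). Chromatin peaks were not used here, so these values concern genic features only.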

Interestingly, the associations with both genic and chromatin-related features are much less pronounced among our SB insertions, supporting earlier findings that SB is relatively unbiased with regard to many genomic and epigenomic features (34–37). Note that we based the analysis of chromatin-related features on chromatin data generated in mESC due to their greater generalizability in the downstream analysis. A similar analysis based on B-cell data showed qualitatively no difference.

### Genomic and epigenomic features allow for accurate prediction of transposon insertion sites

Having found correlations between the aforementioned features and transposon insertion sites, we asked to what extent these can be used to model the background distribution of insertion sites. To this end, we trained a random forest classifier to distinguish between observed insertion sites (positives) and an equal number of TA/TTAA sites randomly sampled from the genome (negatives).

A potential caveat with training a mutagenesis model using data from mutagenesis screens is that insertion counts reflect both mutagenesis and selection. 

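Reads were spread unevenly over the insertions of a tumour. The 10 most covered insertions held 25.8% ± 17.7 of the reads of a PB tumour (SD, n = 30), from 9.51% to 92.5%, and 4.01% ± 2.96 of those of a PB tail (SD, n = 12), from 1.13% to 10.9% (two-sided permutation test, p = 1.1e-04). In SB tumours they held 28.5% ± 24.2 (SD, n = 11), from 7.79% to 82.0%, and in SB tails 3.29% ± 1.23 (SD, n = 11), from 1.75% to 5.81% (permutation test, p = 2.0e-05). PB tumours and tails also differed among joined names, with 26.4% and 4.49% (exact permutation test, p = 0.027), and among separated names, with 24.2% and 3.66% (exact permutation test, p = 7.8e-04). SB tumours and tails differed among joined names (exact permutation test, p = 0.0072). The single most covered insertion, the alternative that moved the share the most, held 6.35% of the reads of a PB tumour and 1.701% of those of a PB tail (permutation test, p = 0.011), and 8.01% and 1.21% for SB (permutation test, p = 8.0e-05).

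**Figure D3:**
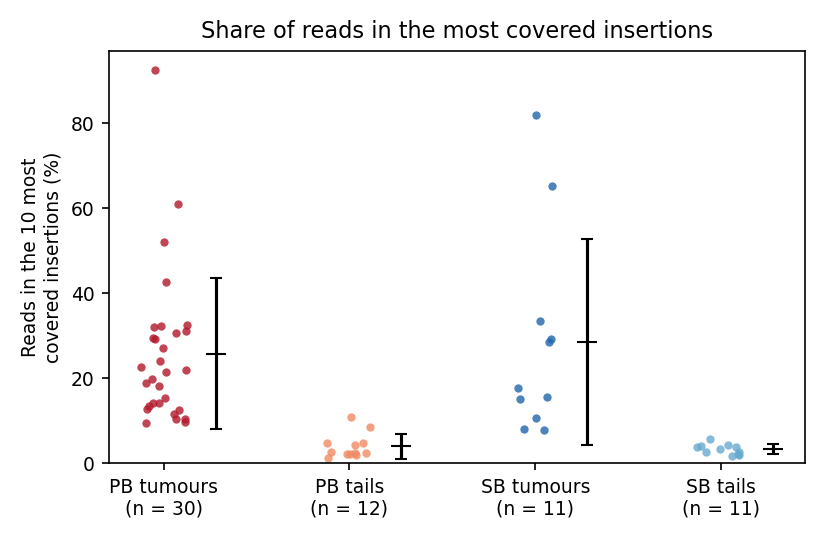
Percent of a sample's reads in its 10 most covered insertions, 1 point per sample, with mean and SD beside each group (PB tumours n = 30, PB tails n = 12, SB tumours n = 11, SB tails n = 11). Tails reach at most 10.9%, and the highest tumour 92.5%.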

Our approach to limit the confounding effect of selection when training the mutagenesis model was two-fold: First, we considered unique insertion sites and discard coverage information, assuming that the read coverage of insertion site reflects clonal expansion (selection). Second, we used predictive features that a priori have a role in the mutagenesis (insertion) process but not in the selection process. Moreover, in the few datasets for which matching unselected samples were available, we assessed whether the mutagenesis model yielded similar predictions be trained on unselected samples or on selected samples.

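The mutagenesis model was rebuilt as a random forest of 300 trees with at least 10 sites per leaf. It was trained to tell the distinct insertion sites of a data set, 150511 for PB tumours and 43534 for SB tumours, from an equal number of random TTAA or TA sites. The features were the 10 bases on each side of the motif and the distances to the closest transcription start site, termination site and gene body. DNAse-seq and ATAC-seq peaks were not used here. The area under the ROC curve (AUC) was measured on 10% of the sites that had been held out, and repeated over 5 random splits.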

First, we investigated the predictive power of the individual features in our DLBCL datasets, finding interesting differences between the SB and the PB datasets. For instance, we found that SB insertions (Supplementary Figure S4A) can be well predicted by the local sequence context (AUC = 0.87) but are poorly predictable from other features. In contrast, for PB insertions, the sequence context mattered less (AUC 0.70) than for SB insertions, whereas other features, including the distances to the closest DNAse-seq peak (AUC 0.57) and to the closest ATAC-seq peak (AUC 0.54), showed higher predictive power for PB than for SB (Supplementary Figure S2B). This is in line with our analysis of individual features and with previous studies (41).

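For SB tumours, the sequence context alone gave an AUC of 0.876 ± 0.00438 (SD over 5 splits), whereas the distance to the transcription start site gave 0.502 ± 0.00185, to the termination site 0.508 ± 0.00587 and to the gene body 0.512 ± 0.00633. With at least 50 sites per leaf, the alternative that moved these values the most, the AUC of the gene body distance was 0.529 ± 0.00972.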

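For PB tumours, the sequence context gave an AUC of 0.700 ± 0.00181 (SD over 5 splits). Each genic distance gave more than it did for SB by more than the SD over splits, with 0.573 ± 0.00530 for the transcription start site, 0.550 ± 0.00185 for the termination site and 0.581 ± 0.00347 for the gene body. These rose to 0.600, 0.577 and 0.601 with at least 50 sites per leaf. The splits share their insertions, so the SD does not describe the spread between mice.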

To assess the generalizability of our models, we repeated this analysis in multiple previously described datasets (23,25,37,46) as well as the tail samples generated in our DLBCL experiments, which serve as negative, unselected controls. Overall, we found the predictive power of the various individual features to be similar between datasets (Supplementary Figure S2A and B), with some noticeable exceptions. Insertions in our DLBCL SB datasets are less predictable than insertions in other SB datasets for most of the features. Moreover, PB and SB insertion sites in two datasets generated in mESC without selective pressure (37) are systematically more predictable than the other datasets. For features based on data from mESC (e.g. DNAse, chromatin states), this is expected given that insertion data and feature data were generated in the same cell type. Also, the authors of this study acknowledge that the mESC insertion sites show a restriction site bias (21,37). Moreover, it has been suggested that differences in the insertion behaviour of transposon systems might be due to cell type-specific effects (41) or different transposase subtypes (37). These variations indicate that it might be relevant to train mutagenesis models specifically to each dataset.

Even though the specificity of the unselected mESC dataset can be argued to explain the much different behaviour of the mutagenesis model, this raises the concern that the mutagenesis model trained on the selected data is confounded due to oncogenic selection. Therefore, we investigated the validity of the concern that the mutagenesis model learns a background distribution biased by oncogenic processes. To this end, we trained the mutagenesis model both on the DLBCL PB samples and on the corresponding tail samples and compared the gene-wise insertions rates. We found a high correlation (ρ = 0.99, *p*-value < 10^–4^, Figure 4C), suggesting that the mutagenesis model successfully avoids learning oncogenesis-related biases. This conjecture further strengthened the predictive power of the single features in the mutagenesis model being very similar in the tail samples and in the DLBCL samples for both transposon systems (Supplementary Figure S2).

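Gene-wise rates, the sum of the predicted rates over a gene's TTAA sites, were computed from a model trained on the PB tumours and from a model trained on the PB tails. Over 22541 genes, their Spearman correlation was 0.9997 and their Pearson correlation 0.998. These are correlations across genes, which are not independent replicates, and the number of sites of a gene enters both rates. Divided by that number, the rates had a Spearman correlation of 0.937 and a Pearson correlation of 0.936. Among the 12760 genes with at least 50 TTAA sites, both were 0.954. Training on as many tumour sites as there were tail sites gave a Spearman correlation of 0.9998, and trees with at least 50 sites per leaf gave 0.9999. From such a correlation, the paper proposes that the mutagenesis model avoids learning biases related to oncogenesis.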

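In the tails, the sequence context gave an AUC of 0.732 ± 0.00612 for PB (SD over 5 splits, 47197 sites) and 0.899 ± 0.00394 for SB (50595 sites), both higher than in the tumours by more than this SD. The distance to the transcription start site gave 0.573 ± 0.00303 for PB tails and 0.499 ± 0.00477 for SB tails, the termination site 0.551 ± 0.00561 and 0.507 ± 0.00391, and the gene body 0.574 ± 0.00675 and 0.515 ± 0.00242. For these 3 distances, tumours and tails differed by less than the larger SD over splits, except for the gene body in PB, which gave more in the tumours. PB tumours drawn down to the number of tail sites gave 0.696 ± 0.00416 for the sequence context, 0.5799 ± 0.00581 for the start site, 0.5578 ± 0.00420 for the termination site and 0.583 ± 0.00389 for the gene body, so at equal numbers of sites each of the 3 distances gave more in PB tumours than in PB tails by more than the larger SD. With at least 50 sites per leaf, the SB start site also differed, with 0.5072 ± 0.00345 in tumours and 0.497 ± 0.00369 in tails.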

**Figure 4.**
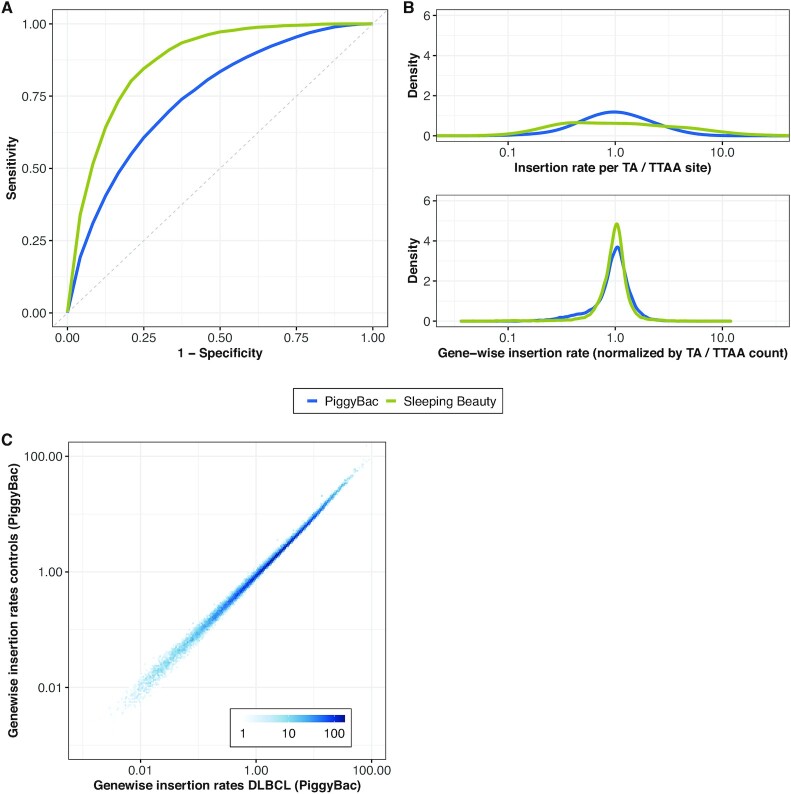
Characterization of the predictions obtained from our mutagenesis model in our DLBCL datasets. (**A**) ROC curves for the classification of observed insertion sites against an equal number of random TA sites (Sleeping Beauty) and TTAA sites (PiggyBac) by our mutagenesis model. ROC curves show the performance of our mutagenesis model on an unseen subset of the data (10%). (**B**) Density of the insertion rates for every TA and TTAA site in the genome (top) and aggregated for over every gene (bottom). Insertion rates are log-centered. (**C**) Genewise insertion rates obtained from the mutagenesis model trained on PiggyBac insertions using the DLBCL samples (x-axis) and the tail samples (unselected, y-axis) for training.

Moreover, we found chromatin states to be highly predictive of transposon insertion sites, as previously suggested (38). However, we found stark differences in the predictive power of chromatin state data (chromHMM) obtained from different sources. For instance, contrary to expectations, chromatin states generated from B-cells (56) had much less predictive power than chromatin states generated from mESC (54,55) in our DLBCL datasets, which is a B-cell malignancy (AUC-SB = 0.5 versus 0.56, AUC-PB = 0.54 versus 0.65, Supplementary Figure S2). In addition, chromatin state data are not widely accessible for different cell types. For these reasons, we assessed whether chromatin state data could be omitted from our final joint model comprising all features. We compared the performances of the joint model with and without chromatin state data and found no substantial difference (Supplementary Figure S2), suggesting that chromatin-related effects can be sufficiently modelled using ATAC-seq and DNAse-seq data. Thus, we decided not to include chromatin state data in our final mutagenesis model.

Before integrating the joint mutagenesis model into Transmicron, we analysed its potential implications on cancer gene detection in more depth. 

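With sequence and genic distances together, and without chromatin peaks, the random forest reached an AUC of 0.877 ± 0.00407 for SB tumours (SD over 5 splits) and 0.725 ± 0.00336 for PB tumours. The genic distances thus added more than the SD over splits to the sequence context for PB, and less than it for SB. In the tails the same features gave 0.899 ± 0.00372 for SB and 0.748 ± 0.00665 for PB.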

First, we generated ROC curves for both DLBCL datasets, finding that the mutagenesis model predicts both SB insertions (AUC = 0.87) and PB insertions (AUC = 0.75) with high accuracy (Figure 4A). Second, we used the trained mutagenesis model to predict insertion rates, for every TA / TTAA site in the genome (Figure 4B and Equation 4). We find that predicted insertion rates of individual sites span up to two orders of magnitude for both SB and PB insertions, with insertion rates showing a larger spread for SB than for PB. This is in line with previous findings showing that SB demonstrates strong preferences regarding the local sequence context around TA sites (35). 

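The predicted rates were compared between the 5th and the 95th percentile of 50000 random sites on each chromosome. For SB tumours they differed 86.9-fold and for PB tumours 8.60-fold. With at least 50 sites per leaf, which smooths the predictions, they differed 49.8-fold and 6.81-fold. A PB model trained on as many sites as the PB tails gave 7.44-fold. These are values of a single model per data set, so they carry no replicate error.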

Importantly, insertion rates of individual SB sites varied as much as 60-fold between the lower and upper 5%-ile of the data with rates for PB sites showing only a 15-fold variation (Figure 4B). However, when averaged at the gene level }{}$( {{\Lambda _j}} )$ and normalized by the number of TA / TTAA in each gene, this variation reduced down to 2-fold for SB and 4-fold for PB (Figure 4C). This averaging effect was more pronounced for SB than for PB, likely because SB insertions are mostly determined by the sequence context which is likely to vary across insertion sites within a gene more independently than the genomic and epigenomic context.

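Summed over the sites of a gene and divided by their number, the rates of SB tumours differed 2.38-fold between the 5th and the 95th percentile of 23859 genes, and those of PB tumours 1.74-fold over 22541 genes. Among genes with at least 50 sites the variation was 1.94-fold for SB (21248 genes) and 1.41-fold for PB. The average rate of genic sites over that of the whole genome was 1.34 for PB and 1.096 for SB. For the stronger averaging over the sites of a gene in SB, the paper proposes that SB insertions follow mostly the sequence context, which varies between those sites more independently than genomic and epigenomic features.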

A major consequence of this averaging effect might be that the plain number of TTAA / TA sites remains a major determinant of expected insertion counts in a gene under neutral selection, potentially mitigating the need for a mutagenesis model.

### Mutagenesis background estimate increases precision in finding cancer genes

Subsequently, we explored the effects of adding the joint mutagenesis model to Transmicron. First, we generated expected insertion counts for every gene and analysed to what extent these expectations deviate from expectations controlling only for the number of TA/TTAA sites in each gene as in TransmicronNULL. We focused our analysis on PB insertions, where we found higher variation in gene-wise insertion rates than in SB. 

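Across 22541 genes, the number of TTAA sites and the expected number of insertions of the PB tumours had a Spearman correlation of 0.996 and a Pearson correlation of 0.972. Genes are not independent replicates, and the expected number is a sum over the sites of a gene. For SB, the correlations with the number of TA sites were 0.994 and 0.991.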

The number of TTAA sites and the expected number of PB insertions strongly correlated (ρ = 0.98, *p*-value < 10^−4^) (Figure 5A). This suggests that, while PB does favour certain TTAA sites and genes, the major driver of gene-wise insertion counts is the number of TTAA sites in each gene. Consistent with this observation, the gene ranking of TransmicronNULL and Transmicron agreed very well, especially among the low-ranking, i.e. high confidence, genes (Figure 5B). Among higher ranking genes, differences in the ranks obtained by both methods increased. Moreover, there was no systematic difference in CGC gene fraction across the set of top N genes sorted by *p*-value (Figure 5C and Supplementary Figure S3A). This supports the assumption that SB and PB transposon systems insert in a sufficiently unbiased way to be effective at identifying high-priority cancer driver genes without explicitly controlling for mutagenesis.

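Ranked by p-value in the PB tumours, the first 50 genes of TransmicronNULL and of Transmicron had 48 genes in common, the first 100 had 93, the first 500 had 451 and the first 1000 had 916. Over the first 10000 ranks, the Spearman correlation between both rankings was 0.967. It was 0.997 over all 23986 genes. In the SB tumours, 45 of the first 50 genes and 88 of the first 100 were in common.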

**Figure 5.**
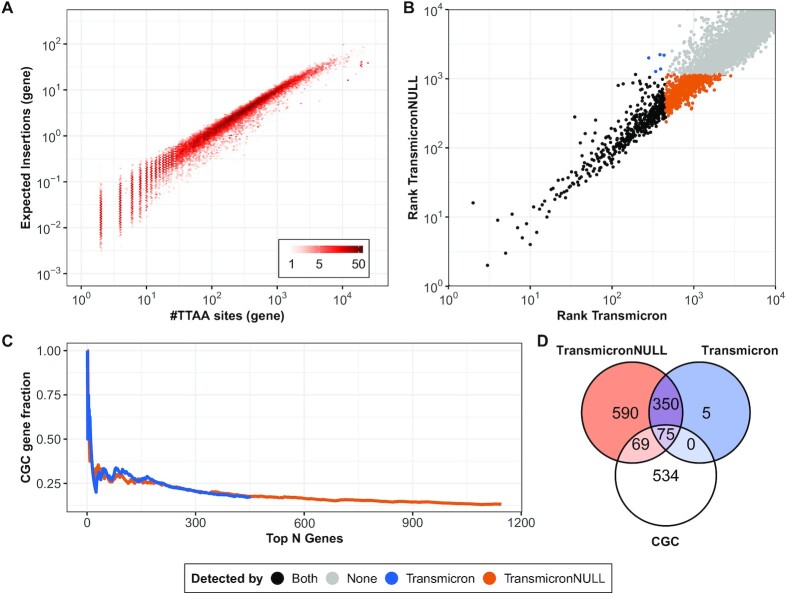
Effect of our mutagenesis model on cancer gene prediction in our DLBCL PiggyBac screen. (**A**) Relationship between the number of TTAA sites and the expected number of PiggyBac insertions in each gene derived from Transmicron (with mutagenesis correction). (**B**) Relationship between the ranks of each gene derived from Transmicron and TransmicronNULL (controlling only for the number of TTAA sites in each gene). Genes were ranked by *p*-value. If two or more genes had identical *p*-values, the genes were assigned the same rank using the highest value. Only the top 10 000 genes are displayed. (**C**) Comparison of the precision of Transmicron and TransmicronNULL. The proportion of CGC-genes among sets of top N genes detected by each method is shown. (**D**) Venn Diagram showing the overlap of the CGC with the genes detected by Transmicron and TransmicronNULL.

However, comparing the final sets of genes identified by Transmicron and TransmicronNULL (i.e. the end-points of the curves in Figure 5C and Supplementary Figure S3A and C), we observed that including the mutagenesis model reduced the number of detected genes and simultaneously improved precision. The mutagenesis model reduced the number of genes detected by 25% for SB (from 109 to 82) and 60% for PB (from 1,084 to 430), while increasing the CGC gene fraction from 26% to 31% for SB and from 13% to 17% for PB (Figure 5 C and D and Supplementary Figure S3A and B). These results suggest that the mutagenesis model help identify cancer genes by removing putative false positive CIS, in line with previous research on transposons insertion behaviour (20,39).

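With the rates of the random forest in place of the number of sites, Transmicron called 546 genes in the PB tumours, 50.1% fewer than TransmicronNULL. All 546 were among the genes called without the model, and 548 were lost. In the SB tumours it called 78 genes, 16.1% fewer, of which 75 were shared, with 18 lost and 3 gained. The exact Poisson test in place of the Wald test called 344 in PB and 32 in SB, the latter no fewer than without the model, Benjamini-Hochberg correction 1370 and 265, and at least 50 sites per leaf 585 and 81. The largest drop came from counting only the presence of an insertion per sample and gene, chosen after the data had been seen, with 103 and 4 genes. Ptprc kept the smallest p in PB, with 14.0 insertions expected in place of the number from sites alone (adjusted p = 1.2e-273, Bonferroni). For Mef2c the expected number was 26.9, for Basp1 5.45 and for Ikzf1 11.08, and all of these remained called. Whether a gene is listed in the Cancer Gene Census was not analysed here. From fewer genes with a higher share of listed cancer genes, the paper proposes that the mutagenesis model removes putative false positive CIS.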

Next, we assessed the generalizability of these findings using four previously described datasets. For all datasets, the Transmicron with the mutagenesis model detected fewer candidate genes with a higher CGC gene fraction than TransmicronNULL. Second, the fraction of CGC genes for Transmicron was greater or equal than for any other methods in all datasets and across gene rank cut-offs (Supplementary Figure S3C).

As we found that the mutagenesis model of Transmicron cannot solely explain its strong performance relative to other methods, we investigated the impact of other conceptual differences between the methods. 

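On non-overlapping windows of 10 kb, with the number of TTAA or TA sites as rate, 1760 windows were called in the PB tumours and 123 in the SB tumours, out of 227549 and 227563 windows with a site. Of these, 1187 PB windows and 58 SB windows overlapped a gene called by TransmicronNULL. The exact Poisson test, the alternative that moved these numbers the most, called 491 and 19 windows. With windows of 50 kb, 1182 and 80 were called.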

To assess the differences between gene-based (Transmicron, SB Driver) and window-based (PRIM, CIMPL) methods, we ran Transmicron based on non-overlapping genomic windows of 10 kb (Transmicron10kb), finding its precision to drop considerably (Supplementary Figure S3C). However, we found that Transmicron10kb still improves over PRIM and CIMPL with window size and scale parameters, respectively, set to 10 kb. This suggests that the improvements achieved by Transmicron are, at least in part, due to other elements of our modelling approach. For instance, TransmicronNULL, which differs from SB Driver only by the selection model, appeared to be more robust to low numbers of samples than SB Driver (Figure 2A, DLBCL SB 11 samples) which showed strong performance in datasets with >100 samples (Supplementary Figure S3C). Transmicron is more robust to low numbers of samples, possibly because it is based on the Poisson distribution instead of the chi-squared approximation. In addition, our GLM-based approach combines the inter-sample signal, as successfully introduced by SB Driver (27), with the intra-sample signal (insertion counts), potentially increasing sensitivity in datasets with low numbers of samples. As an additional robustness test, we validated the results from our DLBCL PB screen using a second catalogue of cancer genes, namely the DLBCL genes published in Reddy *et al.* (53) to compare the results of Transmicron to the results of PRIM and of CIMPL (Supplementary Figure S3D). Similar to the findings using the CGC, we found Transmicron to detect a higher proportion of cancer genes than CIMPL, PRIM and TransmicronNULL, suggesting the improvements are not driven by the choice of cancer gene catalogue.

To further demonstrate that Transmicron can correct for differences in the insertion site preferences of different transposon systems, examined whether Transmicron increases the similarity between results from SB and PB screens, relative to existing methods. We reasoned that statistical methods that correct for transposon system biases better than other methods should report more consistent gene lists when applied to two distinct transposon systems. Therefore, we examined whether Transmicron increases the gene list similarity between results from SB and PB screens, relative to existing methods. Specifically, we compared the Jaccard Index (Intersection over Union of two lists) of the genes detected by Transmicron in our two DLBCL screens (SB and PB) to the Jaccard Index found using CIMPL (14) and PRIM (20) (Supplementary Figure S3E). 

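Transmicron called 45 genes in both screens out of 579 called in either, a Jaccard Index of 0.0777. Lists of these sizes drawn at random from all genes would share 1.78. For TransmicronNULL the index was 0.0532, with 60 shared genes out of 1127 and 4.24 by chance. The number of tumours enters the index. When 11 PB tumours were drawn at random 20 times to match the number of SB tumours, its median was 0.1003 for Transmicron, from 0.0762 to 0.128, and 0.0779 for TransmicronNULL. These draws moved the index the most, and the exact Poisson test lowered it the most, to 0.0562 for Transmicron and 0.0359 for TransmicronNULL. CIMPL and PRIM were not run here.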

The Jaccard Index calculated using Transmicron (0.09) is at least twice as high as the Jaccard Index among existing methods (PRIM, 0.04, CIMPL, 0.02). This indicates that our mutagenesis model successfully controls for transposon type-specific effects.

### Transmicron results are robust against the specific choice of training data

The mutagenesis model of Transmicron is, in part, based on cell-type-specific data. The results presented so far were generated by training the mutagenesis model with DNA accessibility data from mESC. As we have seen in our analysis of individual features, mESC-based ATAC-seq and DNAse-seq data constitute reasonable surrogates for the chromatin accessibility in our DLBCL dataset. To investigate to what extent the results of Transmicron are affected by the choice of cell-type-specific DNA accessibility data, we replaced the mESC DNA accessibility data with B-cell-specific DNA accessibility data and examined the impact on our result (Figure 6A).

**Figure 6.**
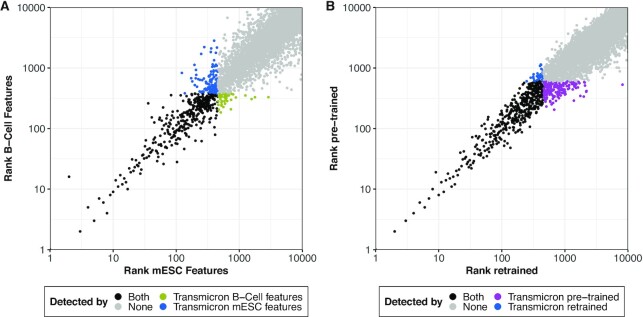
Comparison of Transmicron using different training data. Gene ranks obtained training the mutagenesis model of Transmicron on different data, testing on our DLBCL PiggyBac screen. Genes were ranked by p-value. If two or more genes have identical p-values, the genes were assigned the same rank using the highest value. Only the top 10,000 genes are displayed. In both panels, the Transmicron version displayed in blue is identical to the version used in the previous analyses. (**A**) Relationship between the ranks of each gene derived from Transmicron trained with chromatin accessibility data from B-Cells and from mESC. (**B**) Relationship between the ranks of each gene derived from Transmicron re-trained directly on the DLBCL screen and Transmicron pre-trained on a dataset of unselected insertions in mESC. Here, the same set of chromatin accessibility data from mESC was used in both versions of Transmicron.

First, we observed the ranks of genes identified by both versions of the background model correlate very strongly. Second, we observed interesting differences between the two versions of the background model regarding the ability of Transmicron to remove putative false positive CIS. We found that using the more appropriate B-cell features removed a considerable number of genes that had been significant when mESC features were used while adding few extra genes. Notably, the genes impacted by the differences in cell type tend to be highly ranked genes, suggesting that controlling for cell type-specific features does not affect the high-confidence candidate genes identified by Transmicron. This is perhaps unsurprising, given that the mutagenesis model showed only limited impact on the ranking of the high confidence genes, even when compared to TransmicronNULL.

Since we found Transmicron results to be robust against the choice of DNA accessibility data, we intended to provide a pre-trained version, enabling the end-user to implement Transmicron without the need to acquire dedicated DNA accessibility data and retrain the computationally intensive mutagenesis model. To this end, we compiled Transmicron with a mutagenesis model that was trained on insertion data generated in mESC without selective carcinogenic pressure (Transmicron pre-trained) and compared it to a model that was trained on insertion data from our DLBCL PB data (Transmicron retrained). We found that the pre-trained and retrained results show a high degree of correlation, with differences only in the highly ranked genes (Figure 6B). Likewise, the expected insertion counts for each gene generated by the two versions of Transmicron correlate very strongly (ρ = 0.99, *p*-value < 10^−4^, Supplementary Figure S4).

Overall, this analysis suggests that Transmicron can take advantage of retraining on specialized experimental data while not affecting the detection of high-priority cancer driver genes.

## DISCUSSION

Identifying CISs from transposon mutagenesis screens is an important task in the quest to understand the molecular dynamics of oncogenesis. Previous studies suggested that CIS detection suffers from biases arising from benign transposon insertion site biases (20,29,39). Thus far, this problem has been addressed by comparing insertions from tumour samples with insertions from control samples which were subjected to minimal selective pressure (20). As generating control samples is labour-intensive, an in-silico correction for insertion biases may be preferable. However, existing computational tools used to analyse transposon screens do not sufficiently integrate knowledge on insertion site preferences, leading to a considerable number of putative false positive CISs (39). Here, we introduced Transmicron, the first computational method to prioritize candidate cancer driver genes from transposon mutagenesis screens while systematically correcting for multiple insertion site biases.

We started by establishing TransmicronNULL, a GLM-based tool to model oncogenic selection and showed that it can accurately identify cancer driver genes independently of the correction for insertion site biases. In all datasets we tested, TransmicronNULL achieved a precision that was at least on par with the best existing tool in each dataset. This illustrates the power of our selection model, which combines well-established Poisson statistics as applied by Bergemann *et al.* (21) (PRIM) and Sarver *et al.* (22) (TAPDANCE), with GLM-based testing for gene-wise selection coefficients while correcting for variations in per sample sequencing depth. Therefore, Transmicron is the first method to combine information on both the distribution of insertions across samples and on the total number of unique insertions across genomic regions. Previous methods have either summed insertion counts across samples (18,21,22,24), thereby disregarding information on the distribution of insertion across samples, or they have considered only the number of samples with insertions in a particular gene (27), losing intra-sample information. Our findings suggest that this modelling choice matters in particular in experiments with a low number of samples.

We then investigated to what extent cancer gene identification is affected by mutagenesis correction, finding that the effects of mutagenesis correction are in line with theoretical expectations: While transposon insertion biases implied a considerable variation of insertion probabilities between single sites, these variations reduced considerably when averaged along the length of entire genes. Eventually, the number of potential insertion sites appeared to be the main factor determining the neutral insertion counts in a gene. Consequently, gene rankings were not strongly affected by mutagenesis correction, particularly among the top-ranking genes. This supports the assumption behind many mutagenesis screens that SB and PB can identify high-priority cancer driver genes without explicit mutagenesis controls.

However, the mutagenesis model had a notable effect on the significance cut-off, whereby mutagenesis correction considerably reduced the number of genes detected as cancer genes given the same FWER threshold. The mutagenesis model, which is trained on both intragenic and intergenic regions, learns that PB and SB favour genes and other open chromatin regions as target sites under non-selective conditions. Thus, the expected insertion counts among all genes are, on average, higher when mutagenesis correction is included than when only gene length is controlled for. This increase in expected insertion counts causes some genes to no longer be detected as significant when mutagenesis correction is applied. This adjustment of the statistical threshold is beneficial as it increases the proportion of known cancer genes among the detected genes. This can have implications for researchers to ‘know when to stop’, when looking at entire candidate lists of a screen.

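The expected insertions of a gene in the PB tumours were higher with the mutagenesis model than with the number of TTAA sites in 98.3% of 22541 genes, with a median ratio of 1.57. In the SB tumours they were higher in 53.8% of 23859 genes, with a median ratio of 1.02. These shares are across genes, from a single model per data set.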

Having examined the effect of our mutagenesis correction, we investigated how mutagenesis correction using Transmicron is best implemented in practice. First, we demonstrated that one feasible approach is to train the mutagenesis model directly on the experimental data at hand by showing this does not lead to major cancer-related biases in the background distribution. This might be due to the features incorporated in the mutagenesis model not being strongly related to oncogenic processes. For instance, it is unlikely that the sequence context of carcinogenic insertions differs significantly from non-carcinogenic insertions. A second reason might be that the mutagenesis model considers unique insertions, disregarding coverage information. Thus, the ratio of carcinogenic insertions to non-carcinogenic insertions might be small, implying that the mutagenesis model learns from data with a majority of unselected insertions. This may cause the bias from oncogenic activity to be insignificant.

Second, we investigated the feasibility of using an ‘out-of-the-box’, pre-trained version of the mutagenesis model. We found that training the mutagenesis model on unselected insertions in mESC (rather than on the mutagenesis screen itself), has a significant effect only on lower-priority candidate cancer genes. Similarly, we found cell-type-specific mutagenesis features to have limited impact on the high-priority cancer genes in our data. This suggests that researchers primarily interested in high-priority candidate cancer genes may as well use the pre-trained version of the mutagenesis model. Researchers investigating genes that are less obviously implicated in oncogenesis may benefit from retraining Transmicron on their experimental data or use cell-type specific features to control for.

Transmicron is publicly available as a flexible tool accommodating different user requirements. We provide a precalculated background distribution based on unselected mESC insertions which we expect to be sufficient for most users. Moreover, Transmicron enables users to retrain the mutagenesis model using our predefined features, or, alternatively, supplying any BED-formatted feature they wish to control for. This option to supply user-defined features is aimed at use cases for which cell-type specificity is more important than for our DLBCL screens. For users interested only in the selection model, we offer the option of running TransmicronNULL correcting only for the distribution of TA/TTAA sites. Moreover, while previous tools call CISs either on genes or genomic windows, users can choose to run Transmicron on genes, genomic windows of any size, or supply their own GTF-formatted annotation (e.g. promoters, enhancers). Finally, Transmicron can be run on both SB and PB without modification. One limitation of our current model is that we excluded the donor chromosome, following previous approaches (27): Transmicron cannot accurately model the tendency of transposons to insert close to their donor locus (′local-hopping′) (9). 

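On chromosome 14, insertions peaked around position 90850000 in PB samples and 90950000 in SB samples, the centres of bins of 100 kb chosen from the insertions themselves. Within 1 Mb of the peak, insertions per motif site were 27.3 ± 18.2 times as frequent as on the other autosomes in PB tumours (SD, n = 30) and 23.0 ± 4.79 times in SB tumours (SD, n = 11). Between 1 and 5 Mb the fold was 4.02 ± 3.46 in PB and 11.6 ± 2.06 in SB tumours, and between 10 and 20 Mb 1.499 ± 0.580 and 6.20 ± 1.84. More than 40 Mb away, PB tumours had 1.09 ± 0.217, with 17 of 30 above 1 (two-sided sign-flip permutation test, p = 0.044), and SB tumours 3.78 ± 1.02, with 11 of 11 above 1 (p = 0.0011, same permutation test). The tails had 44.0 ± 13.7 (PB, n = 12) and 82.9 ± 15.7 (SB, n = 11) within 1 Mb, and 1.37 ± 0.269 and 6.43 ± 0.757 more than 40 Mb away. These values were computed after the data had been seen.

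**Figure D4:**
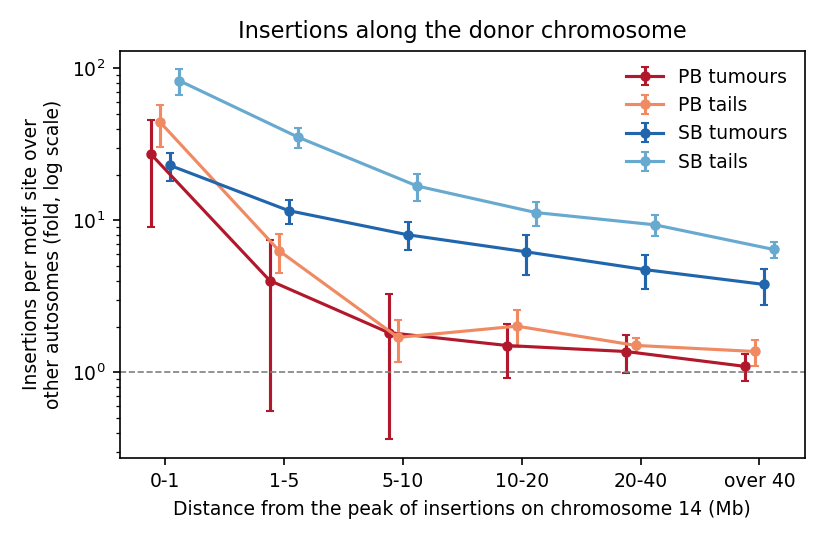
Insertions per motif site on chromosome 14 over those on the other autosomes (fold, log axis) by distance in Mb from the peak of insertions. Points are means over samples and bars the SD (PB tumours n = 30, PB tails n = 12, SB tumours n = 11, SB tails n = 11). SB groups stay above a fold of 1 at every distance, and PB groups are nearest to it more than 40 Mb away.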

Notably, not all regions on the donor chromosome are affected by local-hopping to the same degree, i.e. regions far away from the donor locus are less strongly affected. The chromosome factors introduced in Equations (4) and (5) cannot capture variations within chromosomes. Future research could investigate how local-hoping could be modelled, e.g. by learning the effect of the distance to the donor site. A difficulty here is that the number of established oncogenes in a single chromosome is much smaller than genome-wide and therefore statistical significance is hard to reach.

In sum, Transmicron provides a valuable tool for cancer gene detection from mutagenesis screens. The selection model behind Transmicron makes conceptual advances by explicitly considering both the inter-sample as well as the intra-sample distribution of insertions. The mutagenesis model offers a way to systematically analyse the impact of benign insertion biases of transposon systems and Transmicron is the first method to demonstrate how these biases can be controlled in a statistically robust way.

## DATA AVAILABILITY

Transmicron is freely available as an open-source software tool in the GitHub repository (https://github.com/gagneurlab/transmicron). A permanent DOI pointing to the exact version used for this manuscript is provided at: https://doi.org/10.5281/zenodo.7388676. Sequencing data have been deposited at GEO (accession number: GSE214379).

## Supplementary Material

gkac1215_Supplemental_File Click here for additional data file.

# Supplementary material for: Transmicron: accurate prediction of insertion probabilities improves detection of cancer driver genes from transposon mutagenesis screens
**Source:** Nucleic Acids Res. 2023 Jan 9;51(4):e21. doi: 10.1093/nar/gkac1215
**Supplement:** gkac1215_Supplemental_File

**A**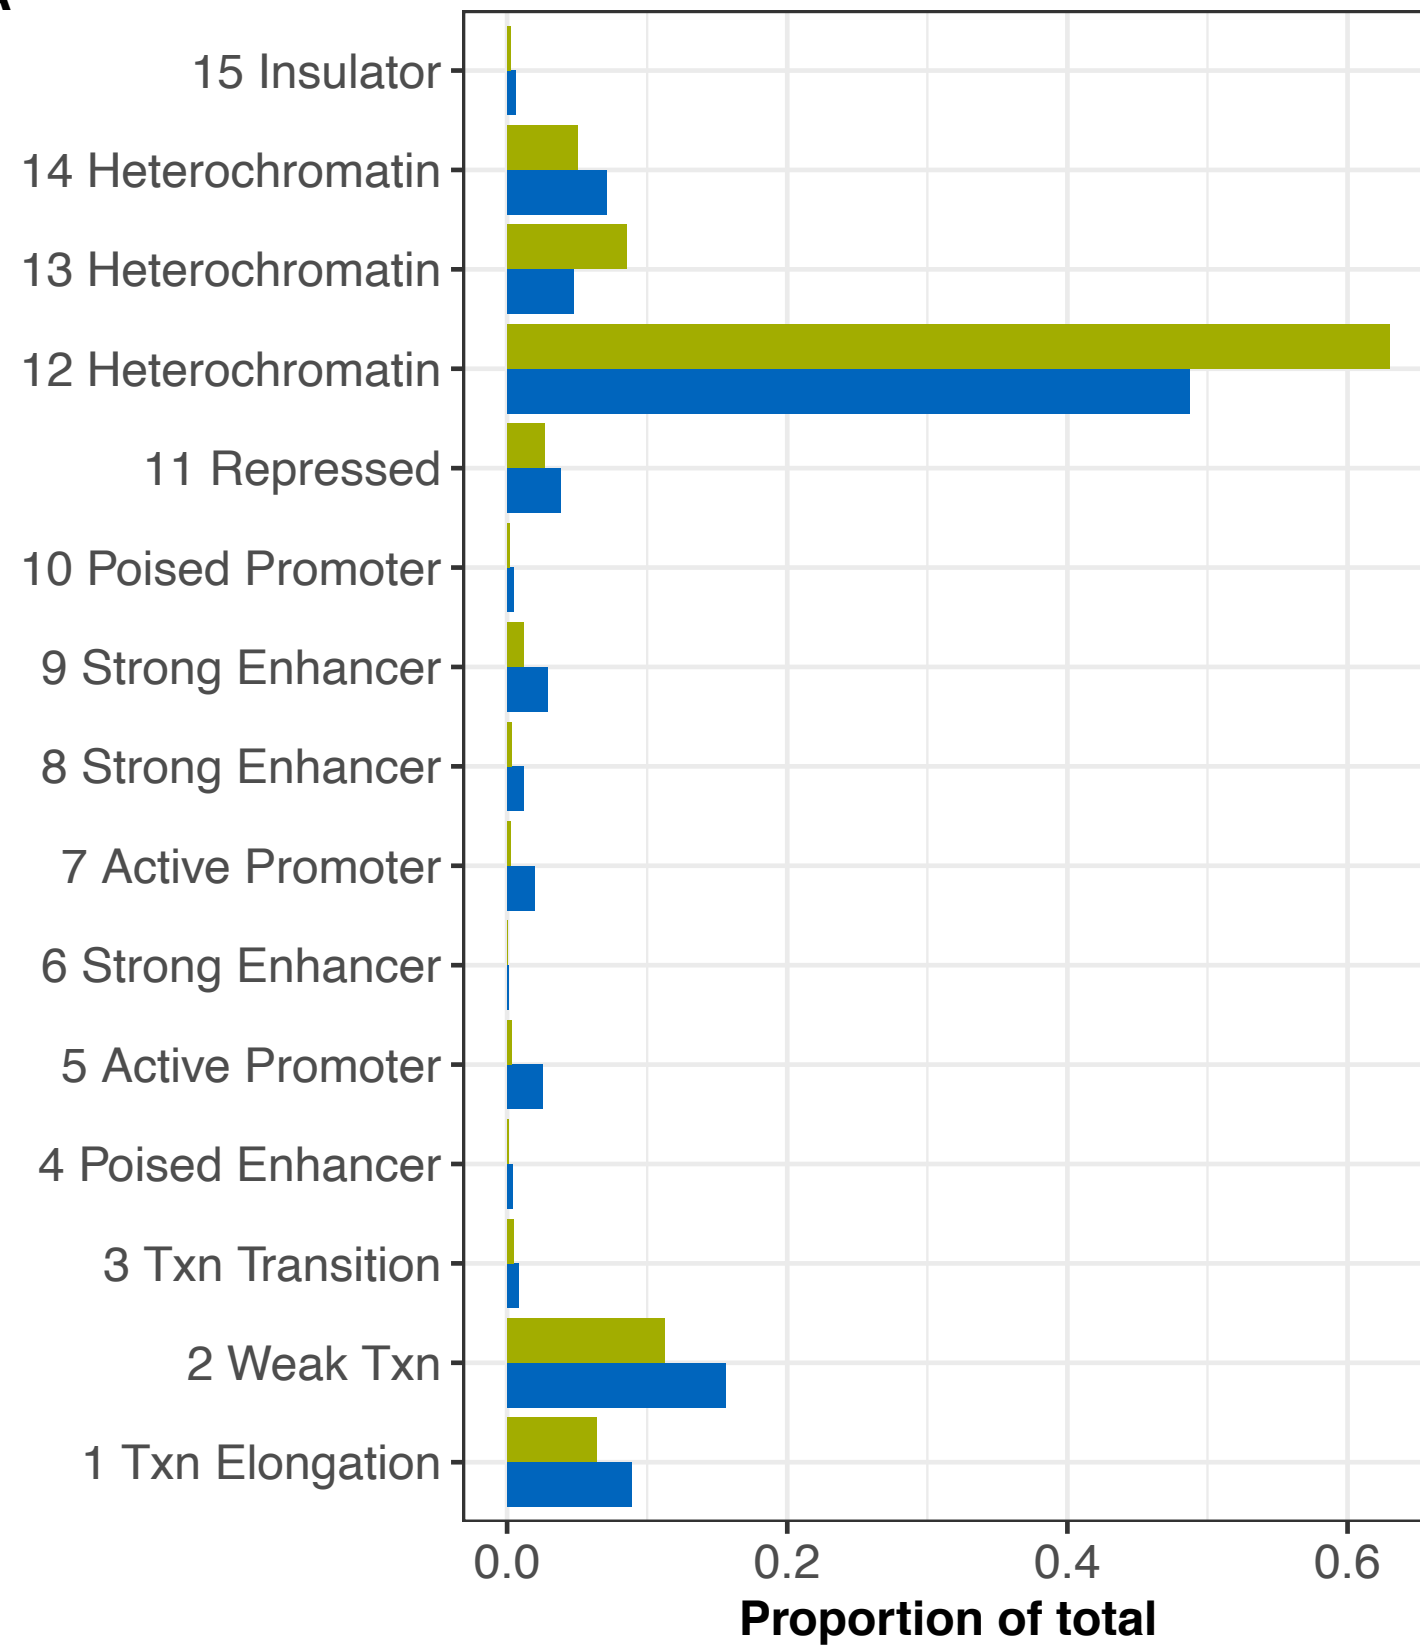**B**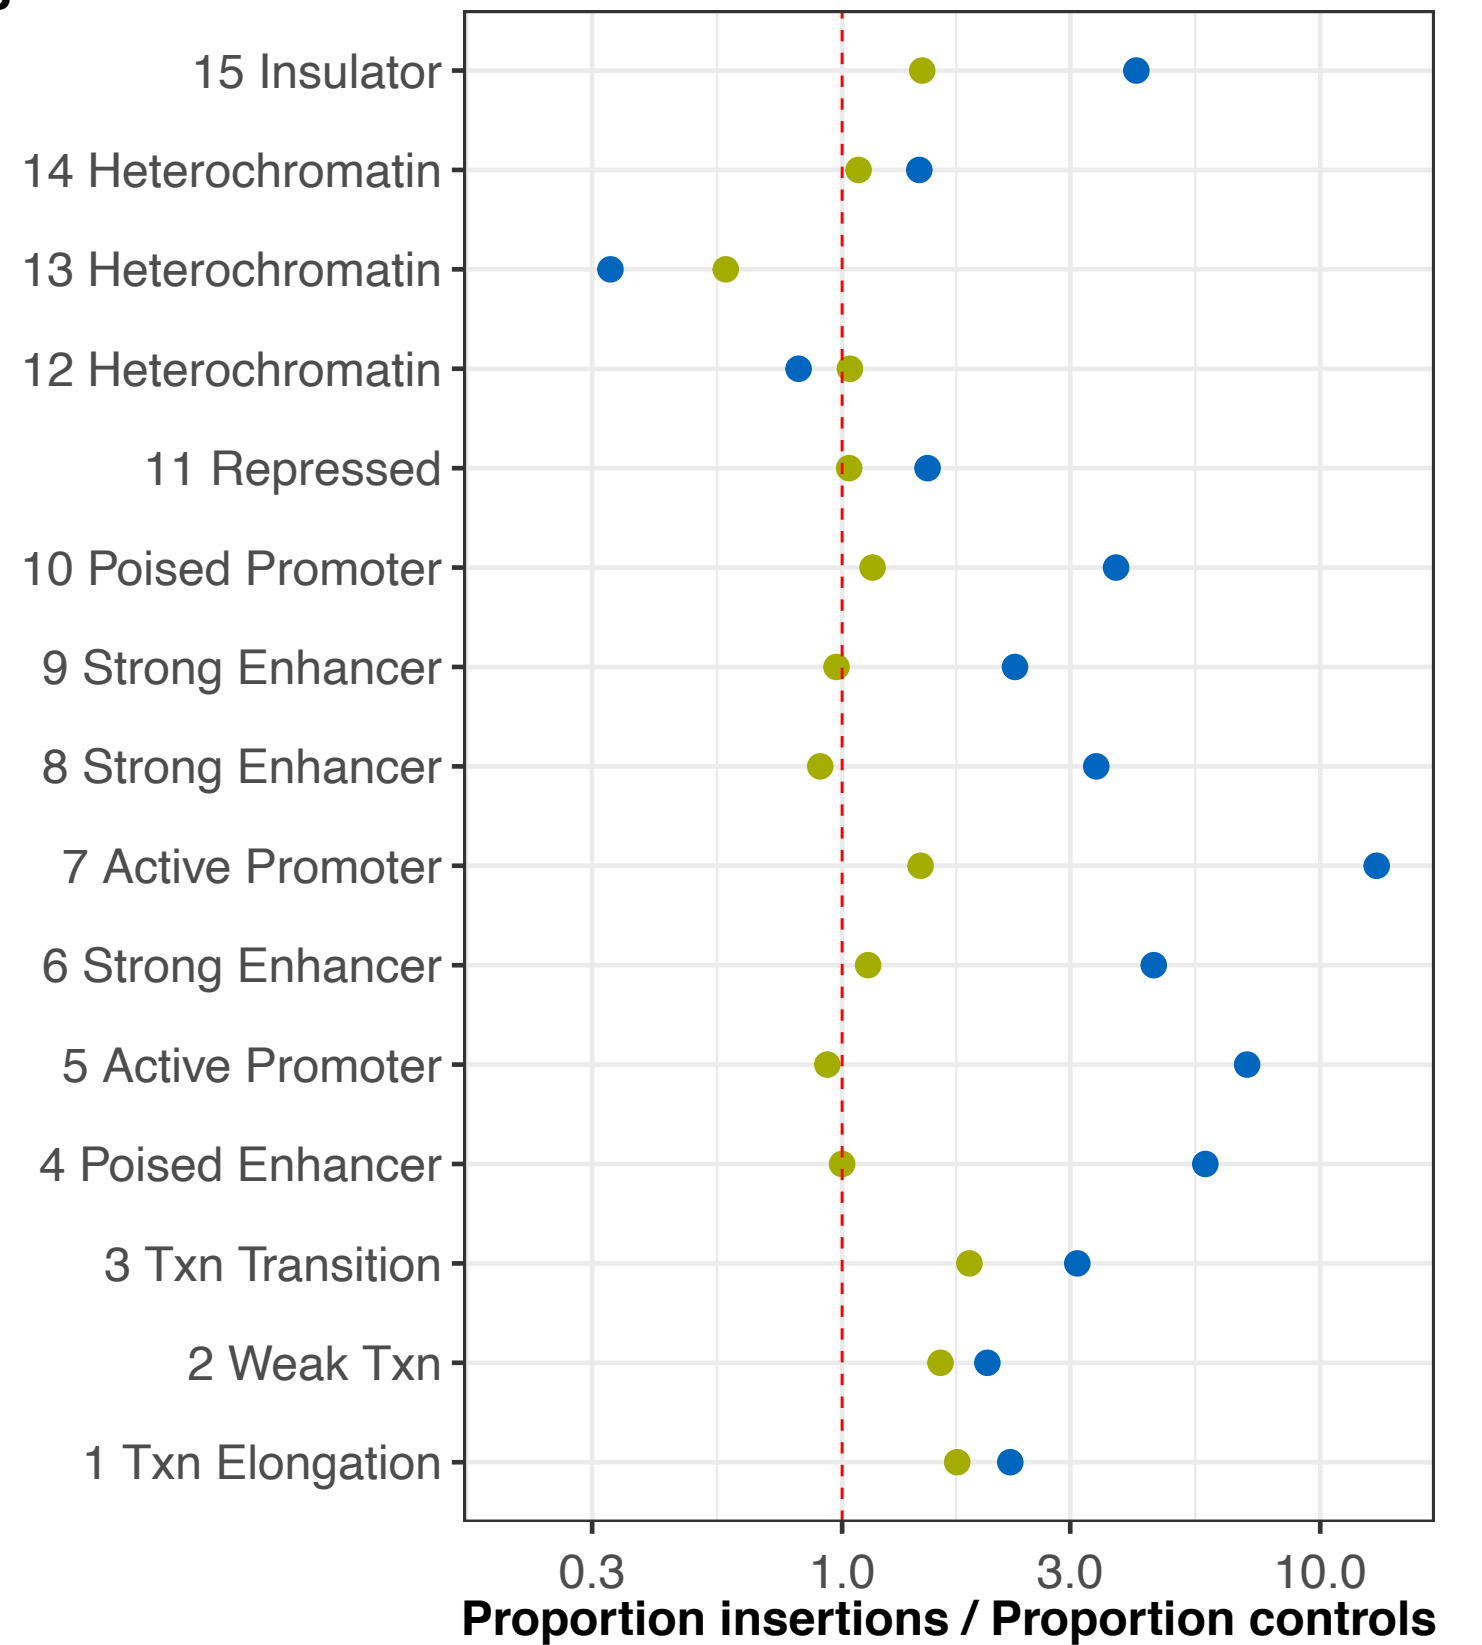

**Figure S1:** Chromatin states (54, 55) associated with insertion sites. **A)** Share of the whole genome per chromatin state. **B)** Odds ratios of insertion sites relative to random controls for each chromatin state. Values larger than one indicate enrichment of insertion sites relative to random controls.

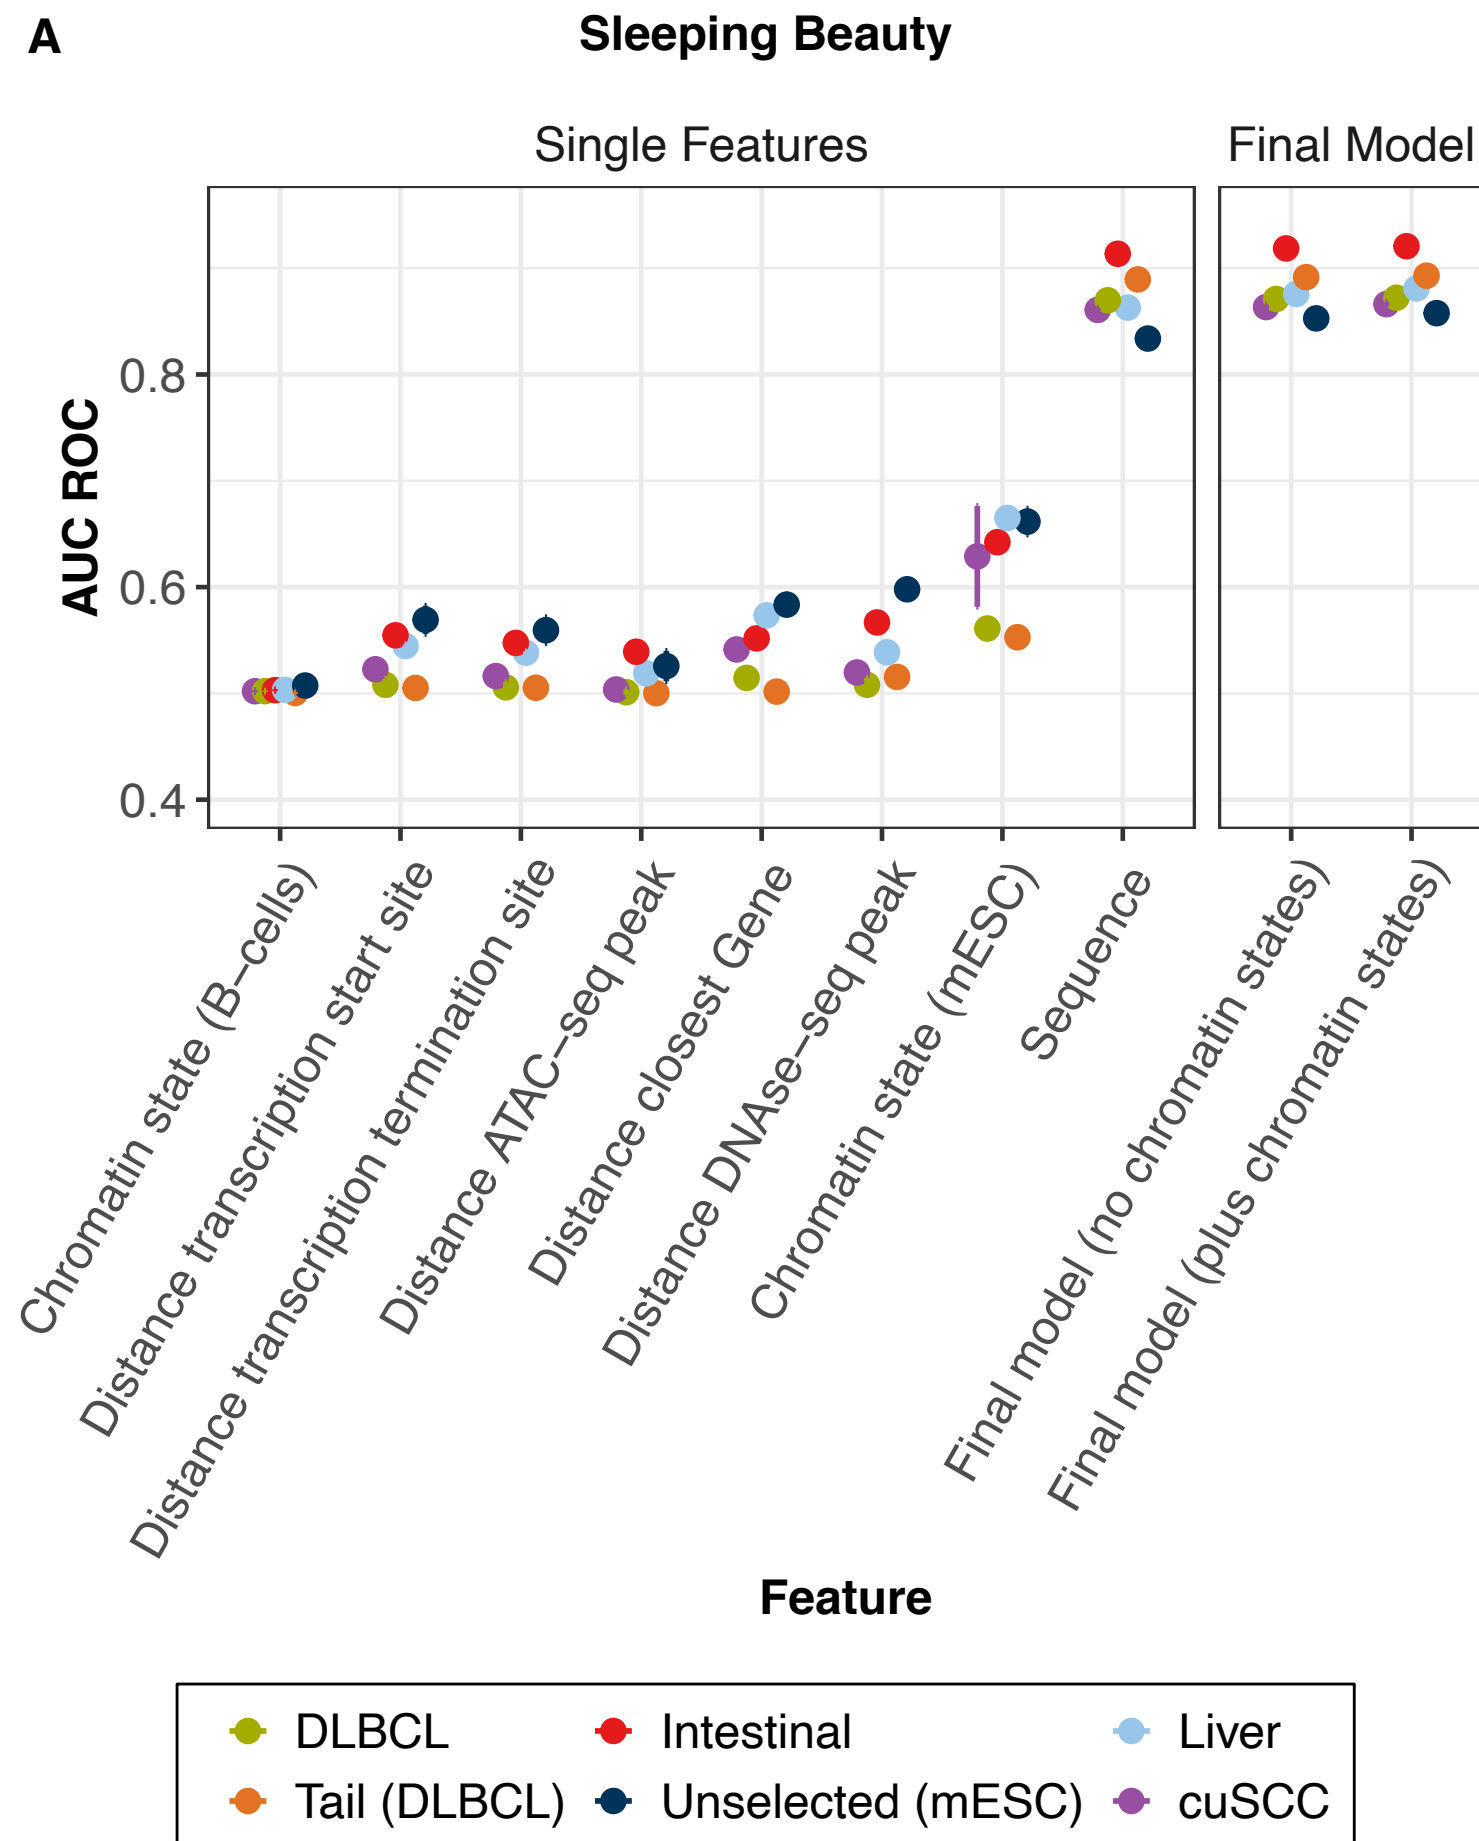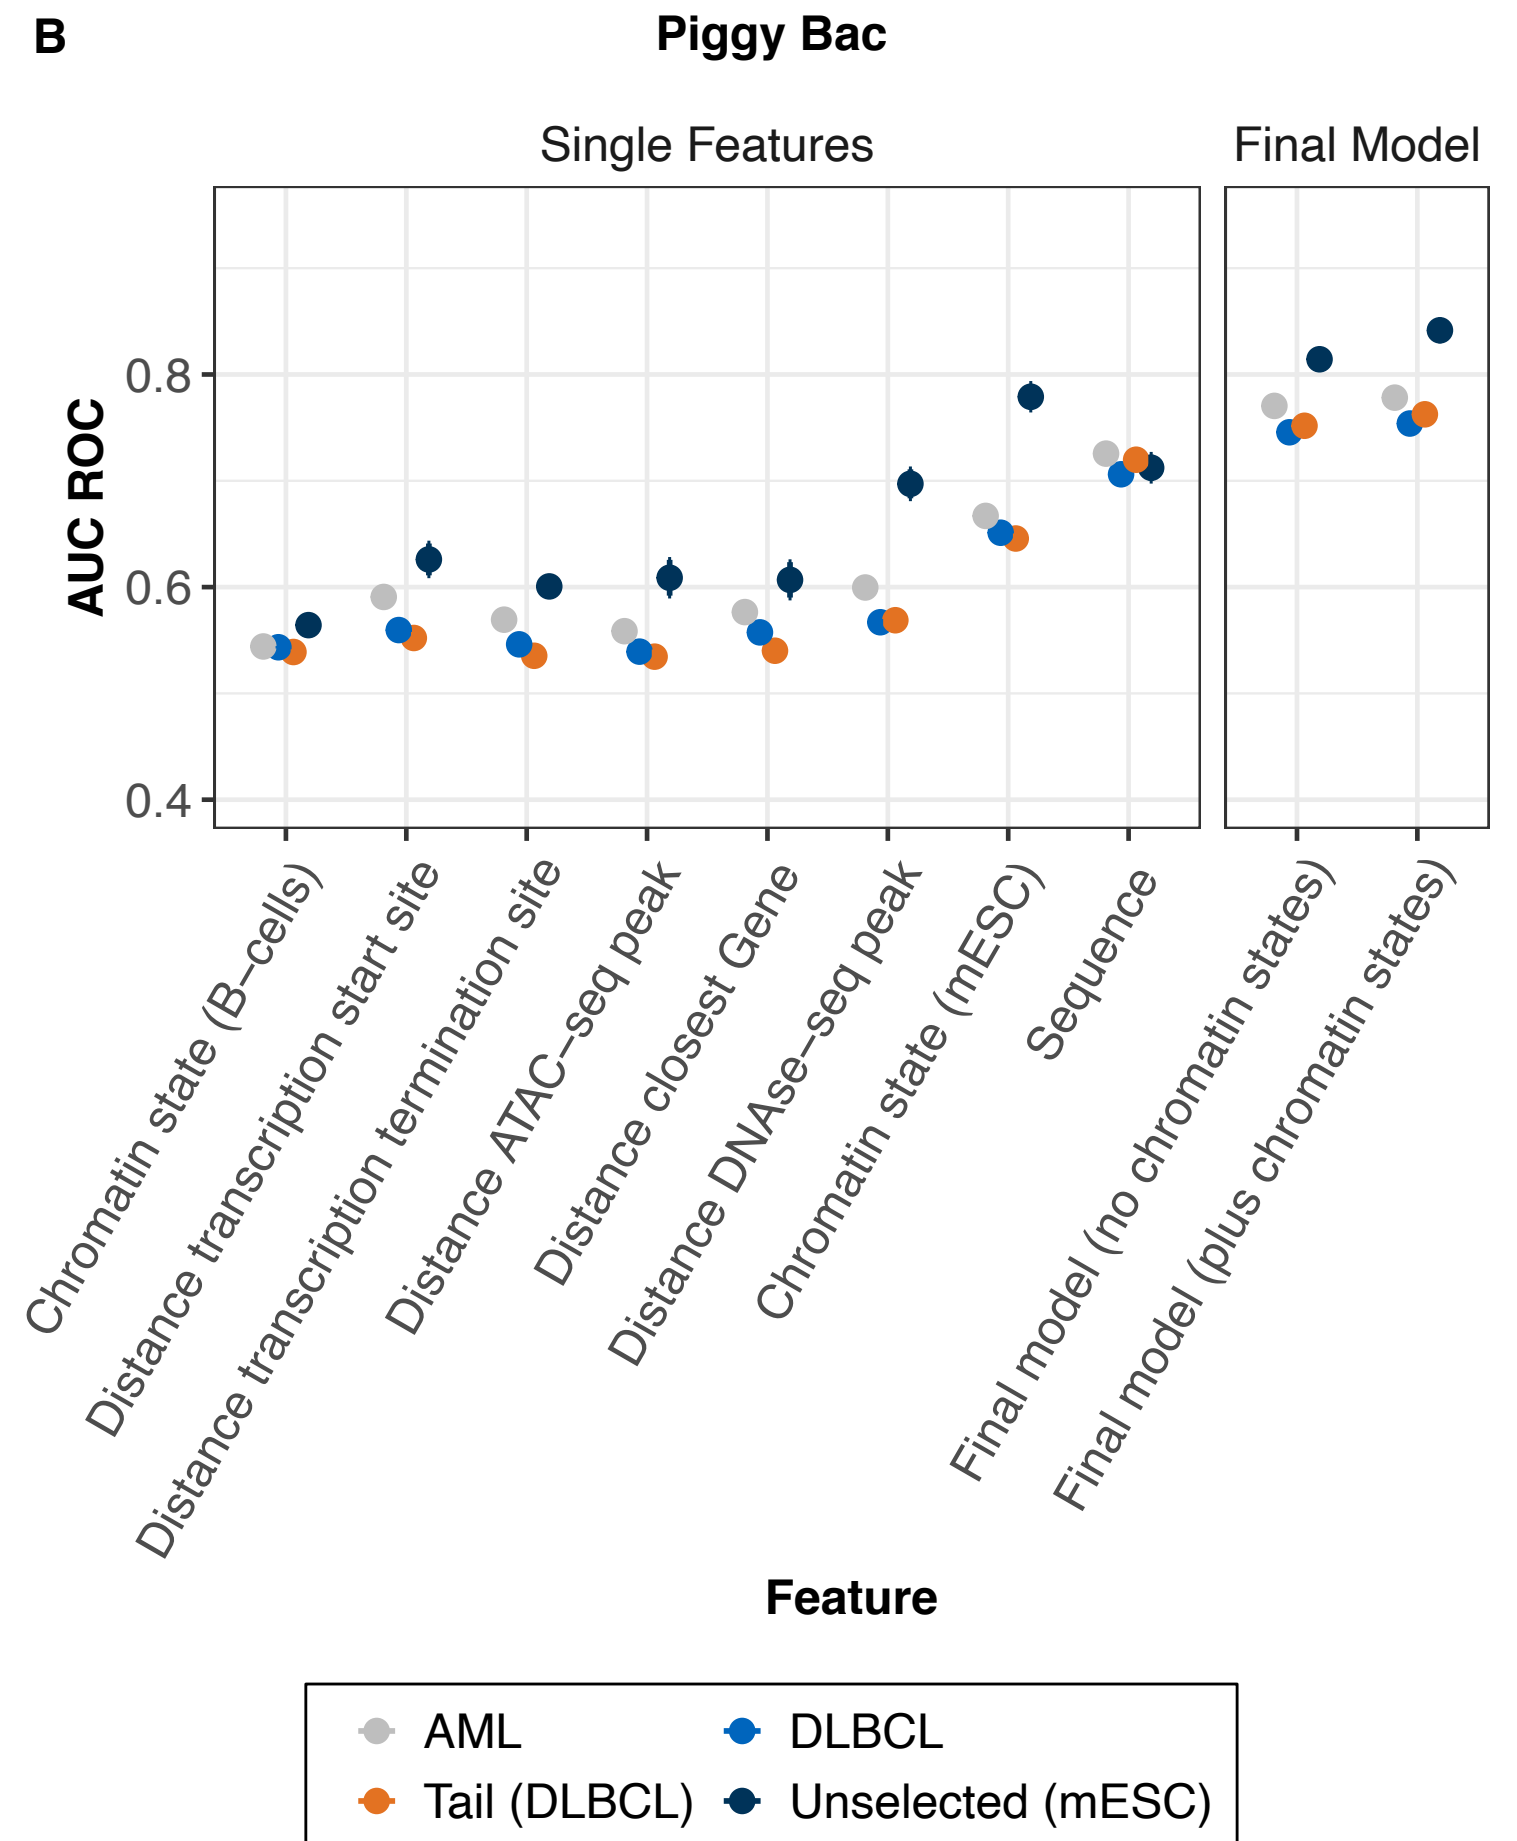

**Figure S2:** Predictive performance of our mutagenesis model based on different features in various datasets. The area under the ROC curves is displayed for the classification of observed insertion sites and an equal number of random TA sites (Sleeping Beauty, **Panel A**) or TTAA sites (PiggyBac, **Panel B**). ROC curves were calculated for Random Forest classifiers that were trained based on different features in various transposon screens. The models were tested on an unseen subset of each dataset (10%). The final model was trained on the combined single features. When chromatin states were added to the final model, chromatin states from insertions in mESC were used.

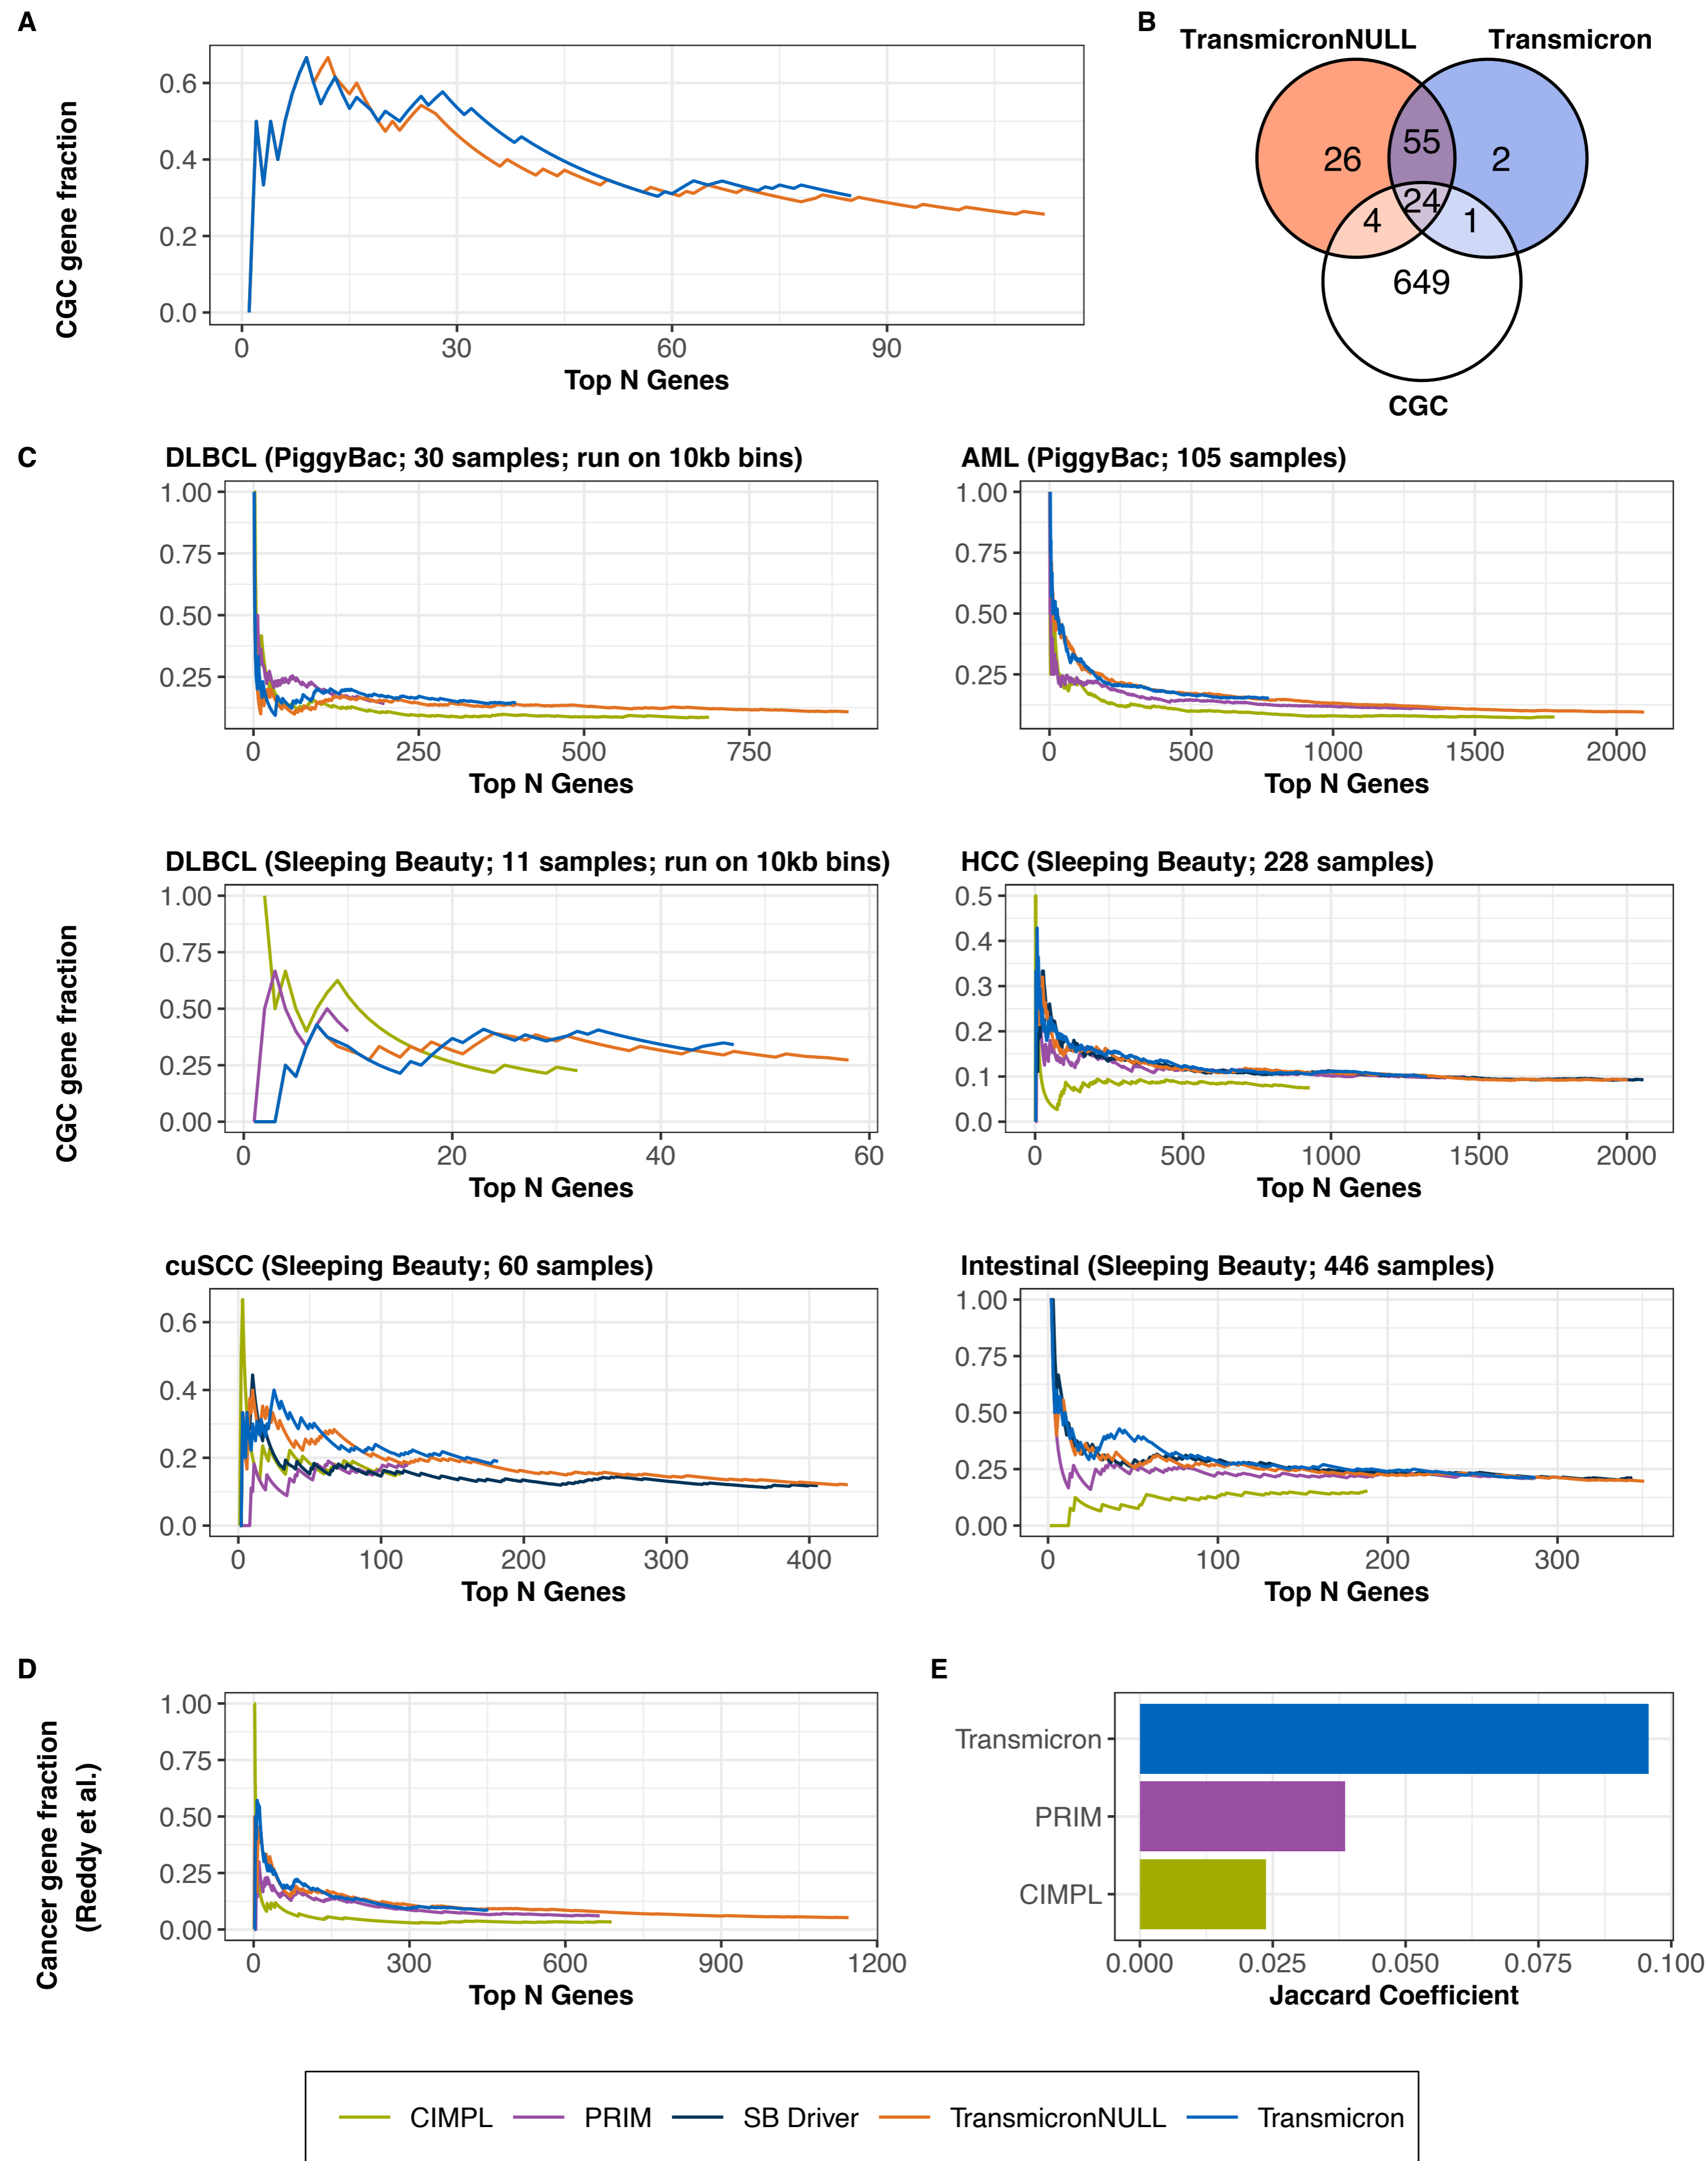

**Figure S3:** Effect of the mutagenesis correction introduced by Transmicron. **A)** Comparison of the precision of Transmicron and TransmicronNULL in our DLBCL Sleeping Beauty screen. The fraction of CGC-genes among sets of top N genes detected by each method is shown. **B)** Venn Diagram showing the overlap of the CGC with the genes detected by Transmicron and TransmicronNULL in our DLBCL Sleeping Beauty screen. **C)** Comparison of the precision of Transmicron to existing tools as well as to TransmicronNULL. The fraction of CGC-genes among sets of top N genes detected by each method is shown. Results from Transmicron, TransmicronNULL, PRIM, and SB Driver Analysis were sorted by gene-wise p-value. If for any method, a gene is detected multiple times, the lowest p-value is used. Results for CIMPL were sorted by its peak height metric because this has yielded higher precision than sorting by p-values. If two or more genes have identical p-values, the genes were assigned the same rank using the highest value. Curves stop at the last significant gene according to the respective method. Unless stated otherwise, Transmicron and TransmicronNULL were implemented on genes. **D)** Comparison of the precision of Transmicron to existing tools as well as to TransmicronNULL in our DLBCL PiggyBac screen. The fraction of DLBCL genes also indexed in Reddy et al. (53) among sets of top N genes detected by each method is shown. Results from Transmicron, TransmicronNULL, and PRIM were sorted by gene-wise p-value. If for any method, a gene is detected multiple times, the lowest p-value is used. Results for CIMPL were sorted by its peak height metric because this has yielded higher precision than sorting by p-values. If two or more genes have identical p-values, the genes were assigned the same rank using the highest value. Curves stop at the last significant gene according to the respective method. Transmicron and TransmicronNULL were implemented on genes. **E)** Bar chart comparing the similarity of the results from our DLBCL Sleeping Beauty and DLBCL PiggyBac datasets. The Jaccard Coefficients between the lists of genes detected in the Sleeping Beauty and the PiggyBac screen using Transmicron, PRIM, and CIMPL are shown.

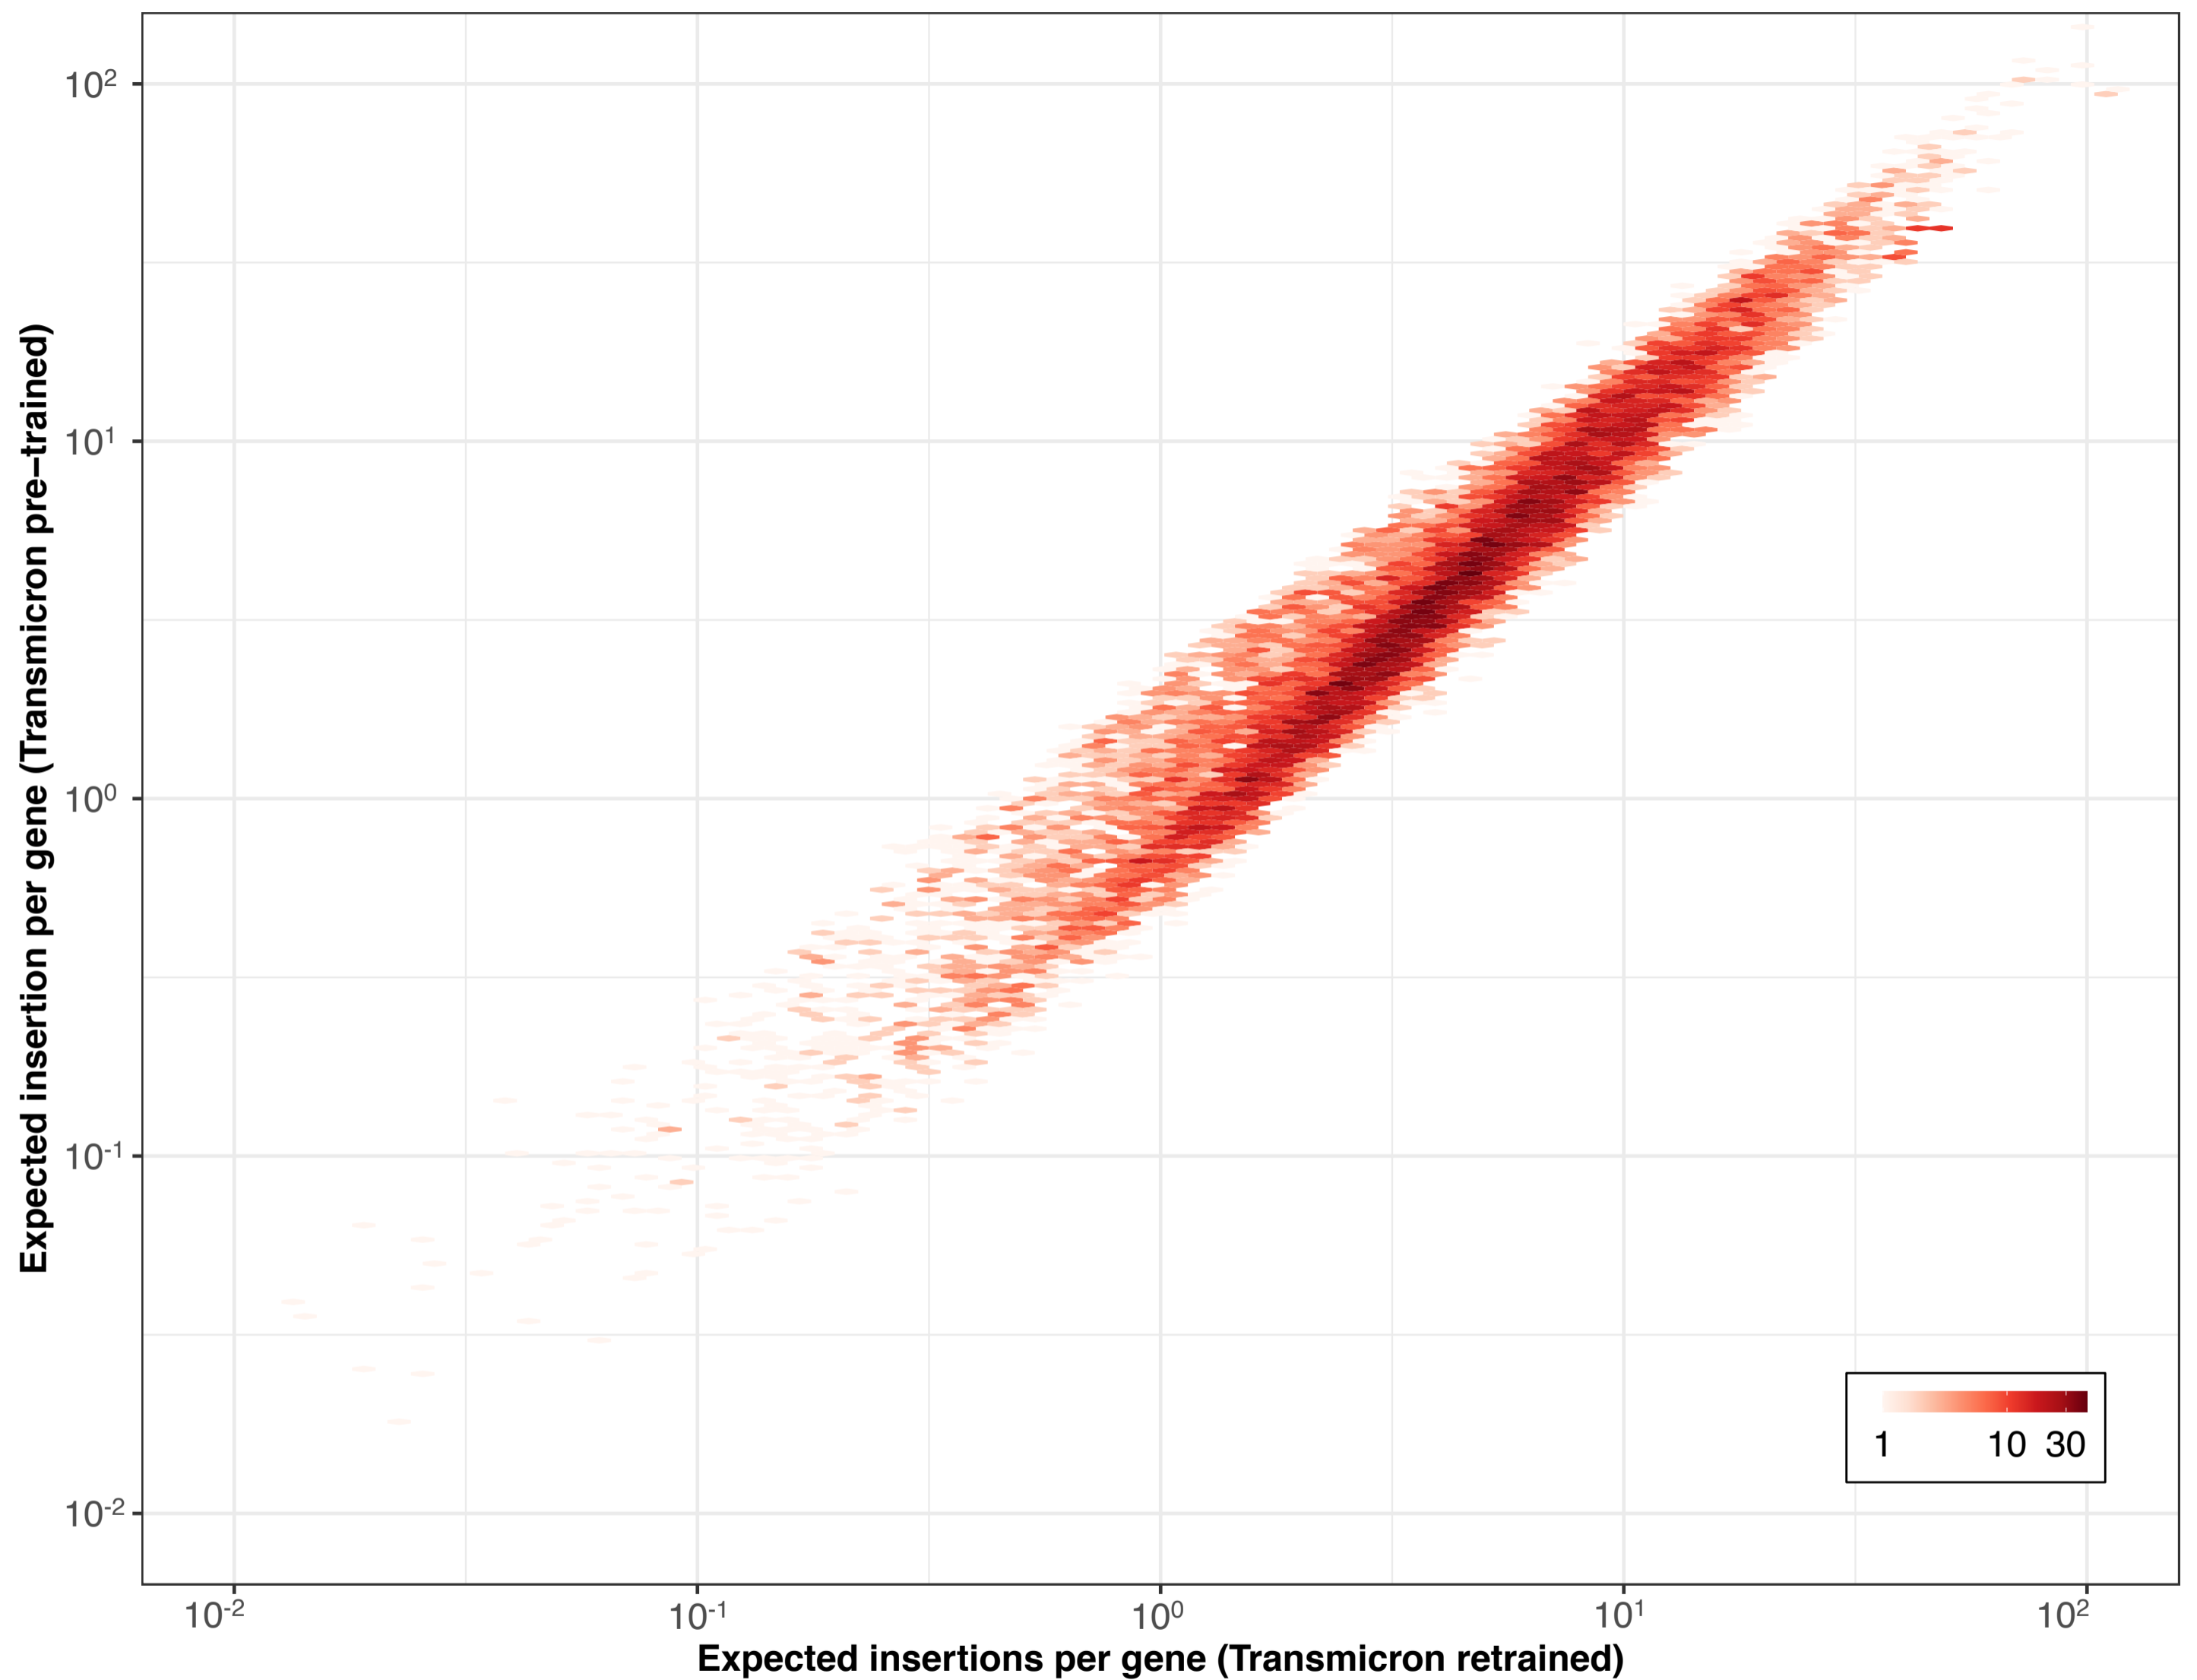

**Figure S4:** Relationship between the expected number of PiggyBac insertions in each gene for two versions of Transmicron. Expectations were obtained from Transmicron either trained directly on our DLBCL screen (retrained), or from Transmicron trained on a dataset of unselected insertions in mESC (pre-trained).

How the deposited data were processed for this re-analysis (not part of the article)

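Transposon insertions were analysed in 64 samples of as many mice: 30 PB tumours, 12 PB tails, 11 SB tumours and 11 SB tails. The values deposited by the authors are raw read counts, not normalized. Each of 385883 lines gives an insertion position, its strand and its count of reads, from splinkerette PCR and 75 bp paired-end MiSeq sequencing, with positions on GRCm38 (mm10). The paper's text does not state the aligner, the insertion caller or the read filters, and refers to Friedrich et al. for QiSeq. That publication was not consulted here, and the effect of these steps was not examined. A further per-sample column (1 column), a normalized coverage, was not used here.

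Positions were moved to the nearest TTAA (PB) or TA (SB) within 5 bp, and an insertion was counted once per sample and position. Sex chromosomes were left out, as was the donor chromosome, taken as the autosome with the most insertions per Mb. Genes were those of the RefSeq annotation of GRCm38, from start to end of the gene. The median sample had between 104091 and 136579 reads on its kept insertions, depending on the group, and the mean number of insertions per sample was between 3982 and 5229. At this depth a gene with few motif sites is expected to receive less than 1 insertion over all samples of a group, so the absence of a call does not show the absence of selection.

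Groups were compared across samples with two-sided permutation tests of the mean (100000 resamples), or exact permutation tests where a group had fewer than 10 samples, and samples against random sites with sign-flip permutation tests. Information content used 10 bases on each side of the motif, and distances used 400000 random sites. The random forest had 300 trees and at least 10 sites per leaf, with 10% of sites held out in 5 splits. Rates were predicted for up to 500 sites per gene and 50000 random sites per chromosome. Chromatin features were not used here. The expected insertions of a region were the insertions of its chromosome multiplied by the region's share of the chromosome's sites (TransmicronNULL) or of its summed predicted rates (Transmicron). Genes with a one-sided Wald p below 0.05 after Bonferroni correction, hit in at least 3 samples and 5% of samples, were called. Tumours and tails were compared gene by gene with edgeR quasi-likelihood tests on insertions per sample, with the total of insertions as library size and a minimum of 10 insertions over the samples of a system. Alternatives to these choices covered the filters, the test, the correction, the read minimum, the sample number and the normalization.

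Genes are named by a rule set before the data were seen: for each system the 5 called genes with the smallest p under TransmicronNULL, the 5 with the smallest sum of ranks among genes called in both systems, and every gene the study names, which is Blm. A gene that this rule selects is not reported here. Any other gene was chosen after its values had been seen. The comparisons of donor chromosome insertions, of information content with random sites and between tumours and tails, of PB with SB distances relative to random sites, of shared positions between samples, and the 3 interaction tests between system and tissue were also added after the data had been seen.

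The selection test was tested on simulated data with 200 genes raised 4-fold, drawn only from genes above a minimum expected number of insertions. The simulated counts followed a Poisson model with rates set by the number of sites. The Wald test recovered 190 in PB tumours with 8 false calls among 22541 genes and 192 in SB tumours with 1 false call among 23859. The exact Poisson test recovered 171 and 183 without a false call. The simulation thus does not describe genes expected to receive few insertions. Nor does it give the false calls that insertion preferences or uneven tumours may cause. A simulated preference of 0.211 bits was found as 0.225 bits from 5000 sites. With 200 genes changed 4-fold, edgeR found 57 in PB (2 false) and 85 in SB (7 false), and 34 of 51 and 18 of 25 of those with at least 30 insertions.

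Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. Cancer gene lists, the competing methods CIMPL, PRIM and SB Driver, the other cohorts of the study and the embryonic stem cell data were not analysed here.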

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

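Of the tests in this part, those of carry-over from tumours, of the same insertion in several libraries and of larger clones were chosen only after the result had been seen, and so was the gene Notch1. The prediction for the test against predicted rates was written before its value was seen.

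Tails, which serve as control tissue in the study, also had called genes. TransmicronNULL called 267 genes in the 12 PB tails and 45 in the 11 SB tails. Rates trained on the tails, which hold sequence and gene distance preferences, gave 128 calls in PB tails, all among the 267, and 44 in SB tails, of which 39 were among the 45 and 5 were new, so these preferences do not account for all of them. Carry-over from tumours does not account for all of them either, as 174 of the PB genes were called in tails and not in tumours. The exact Poisson test called 81 and 13 genes, so many of these calls depend on the choice of test. Preferences for open chromatin and growth advantages of cells in the tail tissue were not tested and remain possible.

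Notch1 (chromosome 2, 26457902 to 26503822) had the smallest p of all genes in the PB tails and was called in the SB tails as well. Its edgeR log2 fold changes of tumours over tails were -3.98 (SE 0.43, adjusted p = 1.5e-16) in PB and -4.76 (SE 0.78, adjusted p = 7.3e-07) in SB. In PB it had 51 insertions in 12 of 12 tails, 4.25 ± 2.96 per tail (SD), and 0.233 ± 0.626 per tumour (SD, n = 30; two-sided permutation test, p = 1.0e-05). In SB it had 38 in 11 of 11 tails, 3.46 ± 1.81 per tail (SD), and 0 in 11 tumours (two-sided permutation test, p = 2.0e-05). Carry-over from tumours was set aside by the 7 insertions in all PB tumours and 0 in all SB tumours. These 7 were still more than the 1.12 expected from TTAA sites. TransmicronNULL called Notch1 in the PB tumours too (one-sided Wald test, unadjusted p = 6.1e-07), and Transmicron did not. Sequence and gene distance preferences predicted 0.610 insertions in PB tails and 0.474 in SB tails. The same insertion in several libraries does not account for the whole excess, as 11 PB tails and 11 SB tails had a Notch1 insertion at a position found in no other sample of the system. Such insertions numbered 18 of 51 in PB tails and 27 of 38 in SB tails, so shared positions may make up much of the PB number. Larger clones could neither be shown nor set aside: the reads of Notch1 insertions lay at percentile 55.1 ± 14.5 of their PB tail (two-sided sign-flip permutation test, p = 0.24) and 57.4 ± 18.5 of their SB tail (permutation test, p = 0.21). Chromatin of tail tissue and selection in it were not tested.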

How the results depend on the processing

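The alternatives below were set before the data were examined, except a minimum of 10 reads, Bonferroni correction over the genes that pass the sample minimum, the title form of samples, Benjamini-Hochberg correction in tails, presence and shared positions for Transmicron, and the index between tails, which were chosen only after the results had been seen. No paired analysis was possible because each of the 64 samples came from a different mouse. A minimum of 2 reads changed nothing, as no deposited insertion had fewer. SB tumours were not drawn down, as they had fewer sites than SB tails. Unless construction shows it, the cause of a change was not tested.

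With at least 10 reads, PB tumours had fewer insertions than tails, a reversed difference (-973, permutation p = 0.016), and the correlation of the donor share with insertions was -0.13 (permutation p = 0.48). With all autosomes, SB tumours had fewer insertions than tails (difference -2627, permutation p = 0.03).

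SB distances from random sites moved as follows. With all autosomes the sign was reversed: start sites 46.8 kb, termination sites 43.2 kb, gene bodies 35.2 kb above random. This setting adds the insertions around the donor locus. Weighted by reads, the differences were -24.8 kb for start sites and -24.4 kb for termination sites. Protein-coding genes gave -9.26 kb and -8.12 kb, and medians -4.32 kb for start sites.

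For the random forest, PB tumours drawn down gave AUCs of 0.696 (sequence), 0.580 (start site) and 0.558 (termination site). At least 50 sites per leaf gave 0.600, 0.577 and 0.601 (gene body) in PB tumours, 0.595, 0.575 and 0.595 in PB tails, 0.507 (start site) and 0.529 (gene body) in SB tumours, and 0.521 (gene body) in SB tails. The correlation of gene-wise rates was 0.9999 with 50 sites per leaf and 0.9998 drawn down.

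Calls by TransmicronNULL, in the order PB tumours, PB tails, SB tumours, SB tails, numbered 632, 81, 32 and 13 with the exact Poisson test, 2754, 821, 303 and 164 with Benjamini-Hochberg correction, and 277, 18, 5 and 4 with presence. At least 10 reads left 467 in PB tumours, Bonferroni correction over passing genes gave 72 in SB tails, and 12 drawn PB tumours gave a median of 482.5. Transmicron called 344, 51, 32 and 13 with the Poisson test, 1370, 419, 265 and 153 with Benjamini-Hochberg correction, and 103, 10, 4 and 4 with presence. At least 10 reads left 234 in PB tumours and 84 in PB tails, leaving out shared positions 356 in PB tumours, Bonferroni correction over passing genes gave 126 in SB tumours, and 12 drawn PB tumours a median of 244. On PB tumour data simulated with rates set by the number of sites alone, the Poisson test gave 0 false calls and the Wald test 8.

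Windows of 10 kb called with the Poisson test numbered 491, 45, 19 and 15 in the same order, and windows of 50 kb 290 in PB tails, 80 in SB tumours and 32 in SB tails. The Jaccard Index for Transmicron was 0.0562 with the Poisson test and 0.0552 between tails. For TransmicronNULL it was 0.0359 with the Poisson test, 0.0734 with Benjamini-Hochberg correction, 0.0779 with 11 drawn PB tumours and 0.0331 between tails.

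Between tumours and tails, edgeR found 142 PB genes (68 more in tumours, 74 more in tails). TMM normalization gave 177 (131 and 46, 114 shared), so the direction split depends on normalization. Without a minimum there were 69, among joined names 28, among separated names 30, with DESeq2 65, and with Fisher's exact test 6. In SB, 10 genes (8 and 2) became 8 with TMM (6 and 2), 28 with all autosomes, 2 with DESeq2 and 1 with Fisher's exact test.

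Among named genes, the sign changed for Blm with at least 10 reads (log2 of observed over expected -0.99 in PB, 0.28 in SB), and for log2 fold changes of tumours over tails for Sfi1 (PB: -0.15 with separated names, -0.15 with Fisher's exact test; SB: 0.14 with all autosomes) and Ebf1 (PB: -0.10 with Fisher's exact test).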

Differences from the paper's values

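The rates of PB sites differed 8.60-fold between the lower and upper 5%-ile, while the paper gives 15. Neither 50 sites per leaf (6.81) nor the drawn-down tumours (7.44), both set beforehand, came closer. At the gene level, PB rates differed 1.74-fold, while the paper gives 4, and the same alternatives gave 1.61 and 1.68. SB rates differed 2.38-fold at the gene level, and 2.14-fold with 50 sites per leaf, while the paper gives 2. The paper thus has more variation in PB than in SB, and here the order was reversed. The paper's model includes chromatin features, which were not used here. Whether they account for the PB gaps or for the order was not tested.

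Transmicron called 16.1% fewer SB genes than TransmicronNULL, while the paper gives 25. Under the alternatives set beforehand, TransmicronNULL and Transmicron called 32 and 32 SB genes with the exact Poisson test, 303 and 265 with Benjamini-Hochberg correction, and 113 and 94 without a minimum of samples, none of which reaches the paper's percentage.

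The Spearman correlation of gene-wise PB rates from tumours and tails was 0.9997, while the paper gives 0.99. It was 0.9999 with 50 sites per leaf and 0.9998 drawn down, neither of which reaches the paper's value. The Pearson correlation was 0.998. Between the number of sites and the expected PB insertions, the Spearman correlation was 0.996, while the paper gives 0.98. The Pearson correlation, which the paper's symbol may also denote, was 0.972.

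The paper states that SB favours proximity to transcription start and termination sites. For start sites it gives means of 158 kb for SB insertions and 171 kb for random sites. Here the SB tumours had 154 kb and random TA sites 159 kb, so mostly the random value differed. The largest mean of an SB tumour was 165 kb, so every SB tumour lay below the paper's random value. The cause of the different random values was not tested, and the tests below used the random sites drawn here. Across the 11 SB tumours, the mean distances were not below random beyond the spread of samples (two-sided sign-flip permutation tests, p = 0.074 and p = 0.16), although the start site distance was with medians, protein-coding genes only or weighting by reads, and the termination site distance with the last 2 of these. In the 11 SB tails the mean distances lay above random, by 3.01 kb and 5.74 kb (same tests, p = 0.0031 and p = 0.0011). For start sites in tails this was not beyond the spread with medians (p = 0.11), protein-coding genes only (p = 0.053) or weighting by reads (p = 0.47). For termination sites it was not with weighting by reads (p = 0.12).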

Other observations

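Tests of En2, Sfi1, shared positions, random splits and the SB donor share by name form were chosen only after the results had been seen. For few reads, called genes and the name form in the comparisons of information content, and for few reads in those of the donor share, the patterns had been seen, but the predictions were written before the values of the tests.

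Comparing tumours with tails gene by gene, edgeR found 142 of 3370 PB genes and 10 of 1130 SB genes at an adjusted p below 0.05. In 100 random splits of the samples of each system into groups of the same sizes, counting the true one, only 1 split (the true one) reached that number in PB and only 1 in SB. The other splits gave a median of 0 and at most 3 genes in PB, and a median of 3 and at most 8 in SB, so the SB number lies just above the highest of them. As random SB splits also gave genes, adjusted p-values in SB may be too small, and some of the 10 SB genes may be false. Of the named genes, Ptprc had more insertions in tumours in both systems (log2 fold change 4.74, SE 0.58, adjusted p = 9.0e-13 in PB; 3.73, SE 0.56, adjusted p = 3.8e-08 in SB), as did Ebf1 (1.54, SE 0.35, adjusted p = 0.0013; 2.62, SE 0.51, adjusted p = 5.1e-05) and Fas (2.39, SE 0.60, adjusted p = 0.0047; 2.43, SE 0.66, adjusted p = 0.026). These differences did not hold in every setting. Fas in SB had an adjusted p of 0.11 with TMM, 0.29 without a minimum, 0.25 among joined names and 0.99 with DESeq2, and in PB 0.46 among separated names. Ebf1 in PB had 0.22 within each name form and 0.088 with DESeq2, but with the name form as a term in the model, over all 42 samples, Ebf1 had 0.014 and Fas 0.015, and 100 PB genes were found (43 more in tumours, 57 more in tails). Ebf1 in SB had 0.33 with DESeq2. With Fisher's exact test of samples hit, none of Ptprc, Ebf1 and Fas differed in SB, where Ptprc had 0.71. In PB, Ebf1 had 0.95 with that test, whereas Ptprc had 6.9e-04 and Fas 0.009. Sfi1 did not differ in PB (0.28, SE 0.42, adjusted p = 0.77). Of the 1094 PB genes called by TransmicronNULL, 888 could be tested, 61 had more insertions in tumours, 3 more in tails, and 824 neither. On simulated data edgeR found 57 of 200 genes changed 4-fold in PB, so the absence of a difference does not show equal insertion.

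En2 was called first in SB tumours, and yet 11 of 11 SB tails carried it, so selection in tumours does not account for it. Its 59 SB insertions fell on 9 positions within 384 bp, the most frequent in 20 samples, and PB samples had 1. The reads of these SB insertions lay at percentile 87.6 of their tumours and 97.3 of their tails. Whether these insertions come from reads of a sequence that every SB sample carries, such as the transposon itself, cannot be told. The 9 shared positions prompted this explanation. PB mice of the ITP lines carry a transposon too, but their insertions were kept only at a TTAA. En2 has 21 TTAA sites and 229 TA sites, so the low PB number decides little. Sfi1 had insertions in 10 of 12 PB tails and 11 of 11 SB tails, so selection in tumours does not account for it either. Extra copies of the whole gene, in the same number in both systems, would give equal excess, but observed over expected insertions were 11.8 in PB and 39.4 in SB (ratio 3.34). Per sample these were 11.2 ± 8.96 in PB (SD, n = 42) and 38.5 ± 16.1 in SB (SD, n = 22), a difference beyond the spread of samples (two-sided permutation test, p = 1.0e-05). Copies of parts of Sfi1, or in numbers that differ between the systems, were not tested and remain possible.

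Nucleotide preference was weaker in tumours than in tails, with 0.418 ± 0.021 bits and 0.565 ± 0.021 bits in PB (two-sided permutation test, p = 1.0e-05), and 1.68 ± 0.068 and 2.23 ± 0.060 in SB (permutation test, p = 2.0e-05). Insertions with few reads do not account for all of it: with at least 10 reads, PB tumours had 0.437 bits and tails 0.569, SB tumours 1.601 and tails 2.17. Among the 200 insertions with the most reads it was smaller, with 0.618 and 0.710 bits in PB (permutation test, p = 0.0022) and 1.62 and 1.87 in SB (permutation test, p = 0.0021). Weighted by reads, tumours had the higher values (1.11 and 0.604 bits in PB, 2.57 and 2.08 in SB), but reads are concentrated on few insertions in tumours, which raises the content by itself, so these values do not decide the direction. Insertions in called genes do not account for it either: outside them, PB tumours had 0.415 and SB tumours 1.68. Nor does a batch that follows the name form: among joined names, PB tumours had 0.419 (exact permutation test, p = 1.2e-05) and SB tumours 1.68 (exact permutation test, p = 3.1e-05). A difference between the tissues was not tested.

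The donor chromosome held a smaller share of insertions in tumours than in tails, 10.299% ± 4.11 and 13.7% ± 2.23 in PB (two-sided permutation test, p = 0.011) and 24.3% ± 3.64 and 41.4% ± 3.54 in SB (permutation test, p = 2.0e-05). Within name forms the PB difference was not beyond the spread (exact permutation test, p = 0.18 in each). Few reads do not account for it: at least 10 reads gave 11.2% in PB tumours and 24.6% in SB tumours. SB tails with joined names had 41.5%. A difference between the tissues was not tested here either. Across PB tumours the share fell with the log2 number of insertions (Pearson r = -0.79, permutation p = 1.0e-05; Spearman r = -0.86; without the 2 samples farthest from the median number, r = -0.78), 1 of 4 relations computed (Benjamini-Hochberg adjusted p = 4.0e-05; the other 3 had permutation p of 0.55, 0.38 and 0.3). Within joined names r was -0.87, within separated names -0.60. The number of insertions enters both measures. With at least 10 reads r was -0.13, so insertions with few reads may account for the relation.

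Of 861 pairs of PB samples, 3 shared over 3-fold more positions than expected, and of 231 SB pairs 11 did. Carry-over of small amounts between libraries would put shared insertions low in the library that received them. The median of the lower percentile was 11.8 in PB, as such carry-over may give, and 72.0 in SB, which it would not give. The PB value rests on 3 pairs, at 2.77, 11.8 and 35.1. PB pairs that shared more than expected, but under 3-fold, had lower percentiles from 36.8 to 70.0. Carry-over of small amounts thus remains possible for those 3 PB pairs only. Carry-over of larger amounts need not leave low percentiles, so it cannot be set aside for the other pairs. Other reasons for shared positions were not tested. Interactions between system and tissue were not beyond the spread for insertions (log2 tumours over tails 0.33 in PB and -0.40 in SB, permutation p = 0.077), top reads (2.74 and 2.79, permutation p = 0.93) or donor share (-0.49 and -0.78, permutation p = 0.19).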
